# The splicing regulators Esrp1 and Esrp2 direct an epithelial splicing program essential for mammalian development

**DOI:** 10.7554/eLife.08954

**Published:** 2015-09-15

**Authors:** Thomas W Bebee, Juw Won Park, Katherine I Sheridan, Claude C Warzecha, Benjamin W Cieply, Alex M Rohacek, Yi Xing, Russ P Carstens

**Keywords:** alternative splicing, epithelial splicing regulatory proteins, cleft lip associated with cleft palate (CL/P), mouse gene knockout, epithelial barrier defect, mouse

## Abstract

Tissue- and cell-type-specific regulators of alternative splicing (AS) are essential components of posttranscriptional gene regulation, necessary for normal cellular function, patterning, and development. Mice with ablation of Epithelial splicing regulatory protein (Esrp1) develop cleft lip and palate. Loss of both Esrp1 and its paralog Esrp2 results in widespread developmental defects with broad implications to human disease. Deletion of the Esrps in the epidermis revealed their requirement for establishing a proper skin barrier, a primary function of epithelial cells comprising the epidermis. We profiled the global Esrp-mediated splicing regulatory program in epidermis, which revealed large-scale programs of epithelial cell-type-specific splicing required for epithelial cell functions. These mice represent a valuable model for evaluating the essential role for AS in development and function of epithelial cells, which play essential roles in tissue homeostasis in numerous organs, and provide a genetic tool to evaluate important functional properties of epithelial-specific splice variants in vivo.

**DOI:** http://dx.doi.org/10.7554/eLife.08954.001

## eLife digest

Genes are turned into their protein products via two steps. The first, transcription, produces an intermediate RNA molecule or ‘transcript’; the second step, translation, turns the transcript into a protein. Most genes in mammals contain stretches of DNA called exons, which code for protein, interspersed with sequences called introns that do not. Therefore, a transcript must be ‘spliced’ before translation—the introns are removed and the exons joined.

In some genes, certain exons can be optionally included or excluded from a transcript to produce different versions of the same protein that can often have very different functions. This is known as alternative splicing, and is essential for normal development. A large number of regulatory proteins control this process, many of which are only made in specific types of cells or tissues.

Esrp1 and Esrp2 are two proteins that regulate alternative splicing in epithelial cells. These specialized cells form sheets that line most organs in the body and are found in the epidermis, the outermost layer of the skin. Although Esrp1 and Esrp2 have previously been studied in the laboratory using cultured cell lines, their roles have not been investigated in living animals.

Bebee, Park et al. have now examined mice that are unable to produce one or both of these proteins. Mice that only lacked Esrp1 developed a cleft lip and palate. In mice that lacked both proteins, many organs failed to develop correctly and in some cases did not form at all. In the epidermis, the loss of Esrp1 and Esrp2 disrupted the splicing of the transcripts from genes that give epithelial cells many of their specialized characteristics, such as the ability to form sheets of cells with well formed junctions between them. This meant that epidermis that lacked Esrp1 and Esrp2 could not form a proper barrier layer, which is a crucial role of epithelia in skin as well as in other organs.

In future, the mutant mice will be valuable for exploring how alternative splicing affects the development of epithelial cells and their properties.

**DOI:** http://dx.doi.org/10.7554/eLife.08954.002

## Introduction

Alternative splicing (AS), the differential incorporation of exons into a mature mRNA transcript, is a widespread mechanism of generating multiple mRNAs from a single gene (Chen and Manley, 2009; Kalsotra and Cooper, 2011; Fu and Ares, 2014). The result of AS is the proteomic expansion of an otherwise limited genome. Switches in mRNA isoforms due to AS often result in protein isoforms with distinct functions essential for normal development, and dysregulated splicing of these events can lead to disease (Moroy and Heyd, 2007; Singh and Cooper, 2012; Kelemen et al., 2013; Cieply and Carstens, 2015). Indeed, over 95% of multi-exon genes in humans are alternatively spliced and AS has been shown to have essential functions across vertebrate and invertebrate lineages (Graveley, 2001; Pan et al., 2008; Wang et al., 2008). AS is regulated by a balance of positive and negatively acting RNA binding proteins (RBPs) that can alter the recruitment of the spliceosome, the macromolecular RNA-protein complex required for splicing, to the 5′ and 3′ splice sites in a pre-mRNA. Regulatory splicing factors are accessory RBPs which are often not components of the spliceosome, but that associate with a subset of transcripts via interactions with cognate RNA binding sites within exons and introns of the pre-mRNA. In many cases the position of the regulatory splicing factors relative to one another and to the alternatively spliced exon determine whether they promote splicing or skipping of a given exon (Fu and Ares, 2014). In addition to the accessory RNA splicing factors, core spliceosomal proteins can also modulate the efficiency of exon recognition and in turn modify AS (Park et al., 2004; Saltzman et al., 2011).

There are several classes of regulatory splicing factors including the well-described serine/arginine rich (SR) proteins and heterogeneous nuclear ribonucloproteins (hnRNPs), which are largely ubiquitously expressed (Fu and Ares, 2014). However, a growing number of cell- and tissue-type-specific splicing factors have been identified, which regulate global splicing regulatory networks (SRNs) that converge on functionally coherent biological pathways required for the cell or tissue in which they are expressed (Ule et al., 2005; Kalsotra et al., 2008; Warzecha et al., 2009a; Gehman et al., 2011; Licatalosi et al., 2012; Quesnel-Vallieres et al., 2015). Transcripts that are alternatively spliced as part of tissue- or cell-type specific SRNs do not significantly overlap with transcriptional gene expression programs in the same tissues or cells, indicating that AS and transcriptional regulation are largely independent processes utilized to diversify the transcriptomes that distinguish different cell types (Pan et al., 2008). This observation thus highlights the function of AS as an added layer of gene expression regulation, as well as the potential role of AS in fine tuning the functions of proteins in biological pathways relevant to different cell types. Tissue- or cell-type-specific regulatory splicing factors and the programs of AS under their control are often required during normal development, which has been most extensively characterized in brain, muscle, and cardiac tissue (Kalsotra et al., 2008; Gehman et al., 2011; Licatalosi et al., 2012; Lee et al., 2013; Li et al., 2014; Yang et al., 2014; Quesnel-Vallieres et al., 2015). The bulk of tissue-specific splicing factors have been identified in these organ systems, and in turn the requirement of tissue specific AS in cardiac, neural, and muscle development has been further characterized in mouse models. The loss of regulatory splicing factors in these tissues often result in defects in fetal to adult splicing transitions, tissue patterning defects, and organ dysfunction (Licatalosi et al., 2012; Li et al., 2014; Yang et al., 2014). Tissue and/or cell-type-specific networks of AS contribute to the posttranscriptional landscape of a tissue or cell type, generating splicing isoforms that provide specific functions in the tissue or cell in which they are generated (Castle et al., 2008). It is important to recognize that most human and mouse tissues and organs are comprised of numerous distinct cell types. These cell types within tissues include endothelial, epithelial, and fibroblast cells that express common splicing patterns independent of the tissue of origin (Mallinjoud et al., 2014). This further emphasizes the role of cell type- or tissue-specific AS outside of the nervous system, muscle, and cardiac tissues as well as within defined cell types. As such there remain many gaps in our understanding of distinct cell type-specific programs of AS that differ both between and within different tissues.

The requirement of regulatory splicing factors in normal development underscores the requirement of AS and the protein isoforms generated therein in normal patterning and development. One example of a cell-type-specific splicing event that is essential for normal development is AS of the *Fibroblast growth factor receptor 2 (Fgfr2)* pre-mRNA, where there is distinct expression of the *Fgfr2-IIIb* or *Fgfr2-IIIc* isoform in epithelial and mesenchymal cells, respectively (Orr-Urtreger et al., 1993). The mutually exclusive AS of exons IIIb and IIIc alters the second half of the Immunoglobulin-like III (Ig3) domain of the receptor extracellular ligand binding domain, and in turn alters the binding specificity of the Fgfr2 receptor to its cognate Fgf ligands (Zhang et al., 2006). The exquisite cell-type-specific expression of the Fgfr2-IIIb and Fgfr2-IIIc isoforms underlies reciprocal communication between epithelium and neighboring mesenchyme, wherein the ability of the epithelial Fgfr2-IIIb receptor to respond to mesenchymally expressed Fgfs, and vice versa, has proven essential for the development of multiple organs and appendages during embryogenesis. Knockout (KO) of *Fgfr2-IIIb* or one of its primary ligands, Fgf10, in mouse results in developmental defects in limb, lung, craniofacial and palate formation, salivary gland, tooth, and epidermal appendage (hair) formation (Xu et al., 1998; De Moerlooze et al., 2000; Ohuchi et al., 2000; Revest et al., 2001; Petiot et al., 2003). This highlights the crucial function of this signaling axis in normal patterning during development in a wide range of cells and tissues. Moreover, the AS of *Fgfr2-IIIb/c* has also been shown to dynamically change during the cellular transformation process of epithelial to mesenchymal transition (EMT), a necessary developmental process for embryo and tissue morphogenesis (Savagner et al., 1994; Thiery et al., 2009).

Given the distinct cell type-specific splicing of *Fgfr2* transcripts and well outlined functional consequences we and others sought to define the cis- and trans-acting determinants of this AS event (Carstens et al., 2000; Hovhannisyan and Carstens, 2005; Mauger et al., 2008). Using a genome-wide high-throughput cDNA screen we identified the epithelial splicing regulatory proteins 1 and 2 (Esrp1 and Esrp2) as essential regulators of *Fgfr2* splicing (Warzecha et al., 2009a). The expression of the ESRPs (ESRP1 and ESRP2) is epithelial cell type-specific and knockdown of ESRP1 and ESRP2 in epithelial cells induces a complete switch from *Fgfr2-IIIb* to *Fgfr2-IIIc* isoforms. Conversely, ectopic expression of Esrp1 in mesenchymal cells induces a switch from *Fgfr2-IIIc* to *Fgfr2-IIIb*, indicating that the ESRPs are necessary and sufficient to enforce expression of the epithelial *Fgfr2-IIIb* isoform (Warzecha et al., 2009a). Using splicing sensitive microarrays and high throughput sequencing (RNA-seq), we previously used cell lines to demonstrate that the ESRPs control a genome-wide program of AS (Warzecha et al., 2009b, 2010; Dittmar et al., 2012). Importantly, ESRP targets are enriched for genes involved in epithelial cell properties such as cytoskeletal dynamics, cell motility, cell–cell junctions, and pathways involved in EMT. These observations strongly suggested that genome-wide programs of ESRP regulated splicing coordinate biological functions necessary for normal development and epithelial cell function (Warzecha et al., 2009b, 2010; Dittmar et al., 2012).

While we previously used cell culture based systems to define the targets and functions of the ESRPs in vitro, a definitive investigation of their functions during development and identification of targets in vivo was needed. The ESRP mouse homologues, *Esrp1* and *Esrp2*, are specifically expressed in epithelial cells in numerous organs in adult mice and are essentially absent in mesenchymal cells and other non-epithelial cell types (Figure 1—figure supplement 1). For example, our previous RNA in situ RNA analysis for *Esrp1* and similar in situ analysis for *Esrp2* presented here document expression of both mRNAs in all epithelial cell layers that comprise the epidermis as well as epithelial cells of the lung, large and small intestine, salivary glands, bladder, kidney, and other prototypical epithelial cell layers (Figure 1—figure supplement 1B–D, also see Figures S5–S8 in Warzecha et al. (2009a)). Furthermore, in situ analysis of *Esrp1* expression during mouse embryogenesis demonstrated specific *Esrp1* expression in definitive endoderm and surface ectoderm as well as epithelial cells derived from these germ layers (Revil and Jerome-Majewska, 2013). Comprehensive microarray analysis in mouse tissues and cells has also documented the expression of both *Esrp1* and *Esrp2* in distinct tissues and cell types (Figure 1—figure supplement 1A) (Su et al., 2002). To address the functional requirement of the Esrps in development we generated *Esrp1* and *Esrp2* KO mice. Whereas *Esrp2* null mice are viable and fertile, we demonstrate that KO of *Esrp1* alone is neonatal lethal at Postnatal Day (P) 0, associated with fully penetrant bilateral cleft lip and palate (CL/P). *Esrp1* KO combined with loss of *Esrp2* resulted in more pronounced defects in organogenesis that will be described herein. For the first in vivo evaluation of a global Esrp-regulated AS program we utilized total epidermis for RNA-seq. The loss of Esrps in epidermis is also associated with global changes in gene expression indicative of an epithelial barrier defect. We confirmed this skin barrier defect using conditional KO of the *Esrps* in epidermis. The *Esrp* KO mice reveal the essential role of the Esrps in maintaining an epithelial cell-specific splicing program for normal development during mouse embryogenesis, underscoring the role of AS in the development of a multitude of organs and appendages, and the requirement of the Esrps in critical epithelial cell functions.

## Results

### Gross morphological defects in Esrp KO mice

To characterize the functions of Esrp1 and Esrp2 in vivo during mammalian development we generated mice with conditional and/or germline *Esrp* KO alleles. Our previous cell culture based systems indicated that Esrp1 was the primary driver of ESRP-regulated splicing, and thus we hypothesized Esrp1 would be required during development. We generated a conditional *Esrp1* KO allele wherein exons 7–9 were floxed. Mice with germline *Esrp1* KO were generating in crosses with mice carrying *Zp3-Cre* transgenes. Excision of exons 7–9 following Cre-mediated recombination removes the first RNA Recognition Motif (RRM), and places the remaining transcript out of frame, generating a null allele of *Esrp1* (Figure 1—figure supplement 2A–D). Since we did not anticipate that *Esrp2* KO alone would yield a phenotype we obtained an *Esrp2* KO mouse ES cell line from the Knockout Mouse Project (KOMP) (Figure 1—figure supplement 2E).

To evaluate phenotypes associated with germline ablation of the Esrps we crossed mice carrying KO alleles for *Esrp1* and *Esrp2* to generate *Esrp1* KO (*Esrp1*^*−/−*^*, Esrp2*^*+/+*^) (KO), *Esrp1* KO *Esrp2* heterozygous (*Esrp1*^*−/−*^*, Esrp2*^*+/−*^) (KH), and *Esrp1* and *Esrp2* double KO (*Esrp1*^*−/−*^*, Esrp2*^*−/−*^) (DKO) mice. From the crosses we generated nine allelic combinations, including all combinations of *Esrp1* and *Esrp2* WT and KO alleles. We confirmed the expected Mendelian transmission rates of the *Esrp1* and *Esrp2* KO alleles in these crosses, indicating there was no early embryonic lethality associated with loss of the Esrps. As we predicted, *Esrp2* null mice were viable and fertile without any detectable abnormalities. In contrast, mice with germline KO of *Esrp1* exhibited fully penetrant bilateral cleft lip and cleft palate (CL/P), and these mice are neonatal lethal on post natal day 0 (P0) most likely due to orofacial clefting. Therefore, while Esrp2 is not essential in mice with intact *Esrp1* alleles, Esrp1 is necessary for craniofacial development and post-natal viability.

Because *Esrp1* ablation was neonatal lethal, further analysis of developmental defects in Esrp deficient mice was carried out in embryos. We harvested E18.5 embryos from all nine genetic combinations. Overall embryo metrics including weight and crown to rump length showed KO embryos were normal in size, KH embryos were only slightly reduced in weight and length compared to WT littermate embryos, whereas DKO embryos showed a ∼30% reduction in length (Figure 1—figure supplement 3D,E). To characterize the CL/P phenotype we evaluated the gross morphology of post-fixed E18.5 embryo heads. Esrp1 KO embryos exhibited bilateral cleft lip and clefting of the primary and secondary hard palate, as well as the soft palate (n > 40 embryos evaluated). This phenotype was also observed in KH and DKO embryos, but these embryos also exhibited more pronounced craniofacial defects including profound rostral shortening, and mandibular hypoplasia and dysplasia (Figure 1A–L). We performed Alizarin Red and Alcian Blue bone and cartilage stains to evaluate the skeletal defects associated with the CL/P phenotype. These stains further defined the rostral shortening defect and mandibular defects in the Esrp deficient embryos. DKO mice presented with the most severe defects, resulting in a malformed mandible lacking the normal curvature seen in control embryos (Figure 1M–P,U–X). Closer inspection of the ventral aspect of cranial bone stains revealed absence of the premaxillary bones and palatal bone hypoplasia, consistent with CL/P (Figure 1Q–T, Figure 1—figure supplement 3A, dorsal aspect). The mandibles of Esrp KO embryos lacked the coronoid process (Figure 1U–X), which explains the widened oral opening in the Esrp deficient mice. These results support a requirement for Esrp1 in normal craniofacial patterning and development. These studies also demonstrate that Esrp2 can partially compensate for loss of Esrp1, as craniofacial phenotypes observed in *Esrp1* KO mice are more profound in combination with deletion of one or both alleles of *Esrp2*.

**Figure 1.**
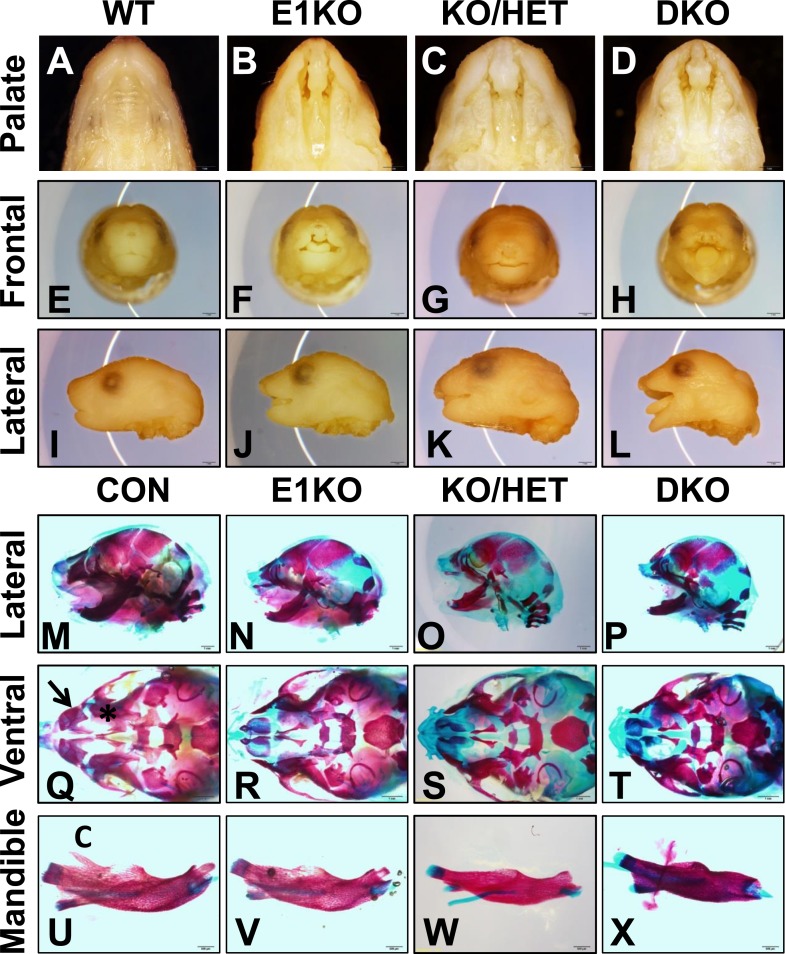
Esrp knockout (KO) mice have defects in craniofacial development. (**A**–**D**) E18.5 palatal images of Esrp KO mice reveal bilateral cleft lip and cleft palate (CL/P) (n = 4 for each genetic group). (**E**–**L**) Frontal (**E**–**H**) and lateral (**I**–**L**) images Esrp KO mice show bilateral cleft lip and rostral malformation/foreshortening (n = 4 for each genetic group). (**M**–**X**) Alizarin Red/Alcian Blue Bone and cartilage stains of E18.5 embryos (n = 3 for each genetic group). (**M**–**P**) Esrp KO mice exhibit rostral shortening and mandibular malformation. (**Q**–**T**) Esrp KO mice have palatal hypoplasia and absence of premaxillary bones consistent with CL/P. Premaxilla bone (arrow in **Q**) and palatal bone (* in **Q**) are indicated in control embryos. (**U**–**X**) Mandibles of Esrp KO mice lack the coronoid process (**C**). DKO mandibles are profoundly malformed (**X**). **DOI:** http://dx.doi.org/10.7554/eLife.08954.003

**Figure 1—figure supplement 1.**
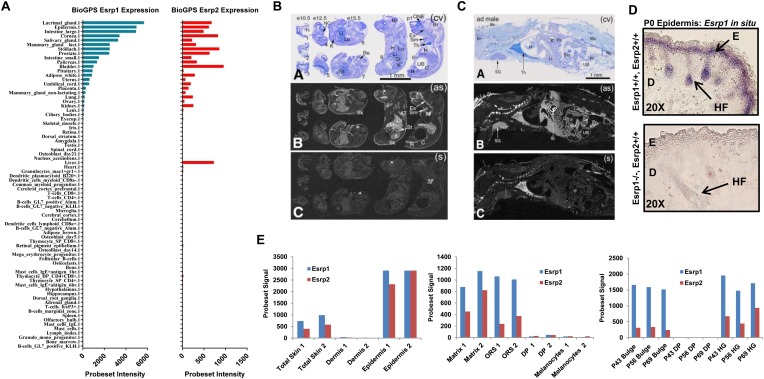
*Esrp1* and *Esrp2* expression in tissues and cells of embryonic and adult mice. (**A**) Graphical representation of Esrp1 (blue) and Esrp2 (red) expression in mouse tissues and cells (BioGPS) (Su et al., 2002). Relatively overlapping expression patterns for Esrp1 and Esrp2, except in the Liver where Esrp2 is expressed and Esrp1 is not. (**B**) (Panel **A**) Array of whole-body sections with e10.5 (#1–#3), e12.5 (#4 and #5), e15.5 (#6 and #7) and postnatal (#8 and #9) mice following staining with cresyl violet. (Panel **B**) X-ray film autoradiography detection of *Esrp2* mRNA, seen as bright labeling. The labeling is clearly detectable at stage e15.5 in the skin. Pronounced signal is detectable in postnatal mice skin, olfactory neuroepithelium, esophagus, stomach and rectum. Moderate labeling is seen in submaxillary gland, liver, lung and kidney. (Panel **C**) Control (sense) hybridization in an adjacent section comparable to (panel **B**). (**C**) (Panel **A**) Whole-body sections of adult mouse (male) following staining with cresyl violet. (Panel **B**) X-ray film autoradiography detection of *Esrp2* mRNA. The expression pattern encompasses skin, stomach, intestine and gut-associated salivary glands and liver. In the stomach, *Esrp2* is expressed in glandular epithelium, but not in non-glandular epithelium. Non-specific labeling is seen in bone (*) and thymus (**). (Panel **C**) Control (sense) hybridization. Abbreviations: AT—adipose tissue; Br—brain; **C**—colon; Es—esophagus; H—heart; K—kidney; Li—liver; Lu—lung; Mu—skeletal muscles; NC—nasal chamber; ONE—olfactory neuroepithelium; Pa—pancreas; R(embryo)/Re(adult)—rectum; Re (embryo)—retina; Sm—submaxillary gland; St—stomach; Tc—telencephalon; Th—thymus; UB—urinary bladder; (as)—antisense; (s)—sense (Magnification: 2.4×). (**D**) Digoxigenin-UTP-labeled in situ hybridization of *Esrp1* in P0 epidermis of WT (*Esrp1*^*+/+*^*, Esrp2*^*+/+*^) and KO (*Esrp1*^*−/−*^*, Esrp2*^*+/+*^). Esrp1 expression in restricted to the basal keratinocyte (including epithelial cells of the hair follicle) to the granular layer of the epidermis, and absence of signal in the Esrp1 KO epidermis. E: Epidermis, D: Dermis, HF: Hair follicle. (**E**) Expression of *Esrp1* and *Esrp2* from published microarrays. *Esrp1* and *Esrp2* are enriched in the epithelial compartments of the skin and associated appendages: Epidermis, Matrix, Outer Root Sheath (ORS), Bulge cells, and Hair Germ (HG) while absent in the non-epithelial cells: Dermis, Dermal Papilla (DP), and Melanocytes. Graphs from left to right: (Zhang et al., 2008, GSE10773), (Rendl et al., 2005, GSE3142), and (Greco et al. 2009, GSE15185) represent *Esrp1* and *Esrp2* expression from publically available microarray data. **DOI:** http://dx.doi.org/10.7554/eLife.08954.004

**Figure 1—figure supplement 2.**
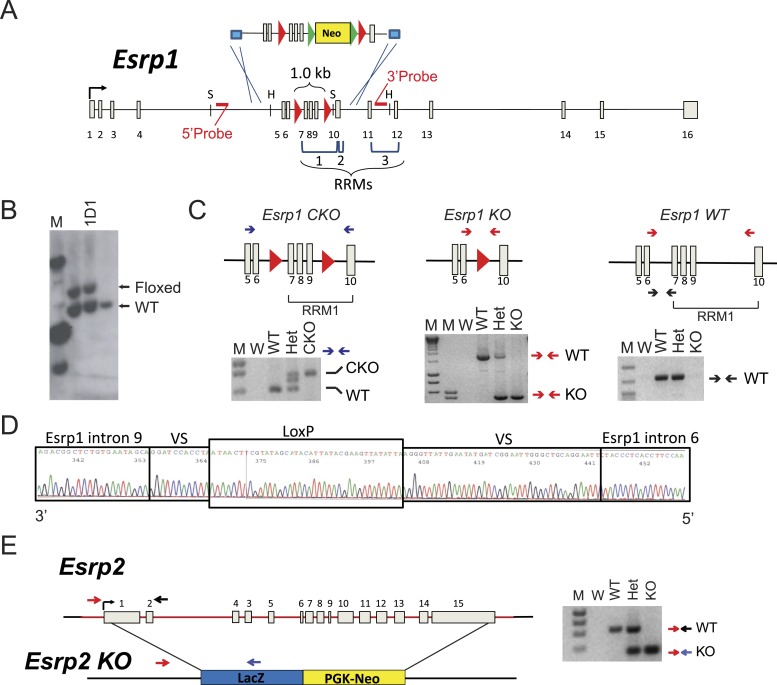
Generation of Esrp1 and Esrp2 KO alleles. (**A**) Schematic of the knock-in strategy used for generation of the Esrp1 floxed allele for conditional and ubiquitous KO. The floxed neomycin cassette targeted exons 7–9. Restriction site for SacI (S) and HincII (H) are indicated. The RNA Recognition Motifs (RRMs) 1–3 are indicated by brackets and loxP sites are red triangles. (**B**) Southern blot validation of V6.5, hybrid C57BL6/129Sv, mouse ES cells used for blastocyst injection. Clone 1D1 was verified as heterozygous, a representative southern is shown. (**C**) Schematic and genotyping for *Esrp1* CKO (floxed), KO, and WT alleles are shown. Primers are indicated by arrows and representative genotyping gels are presented. (**D**) Sequencing histogram of the KO PCR product confirms Cre-mediated recombination. VS: variable sequence, as part of the targeting construct. (**E**) Schematic of full gene replacement of Esrp2 by LacZ:PGK-Neo cassette generated by Knockout Mouse Project and purchased from Velocigene. A representative genotyping gel is presented. **DOI:** http://dx.doi.org/10.7554/eLife.08954.005

**Figure 1—figure supplement 3.**
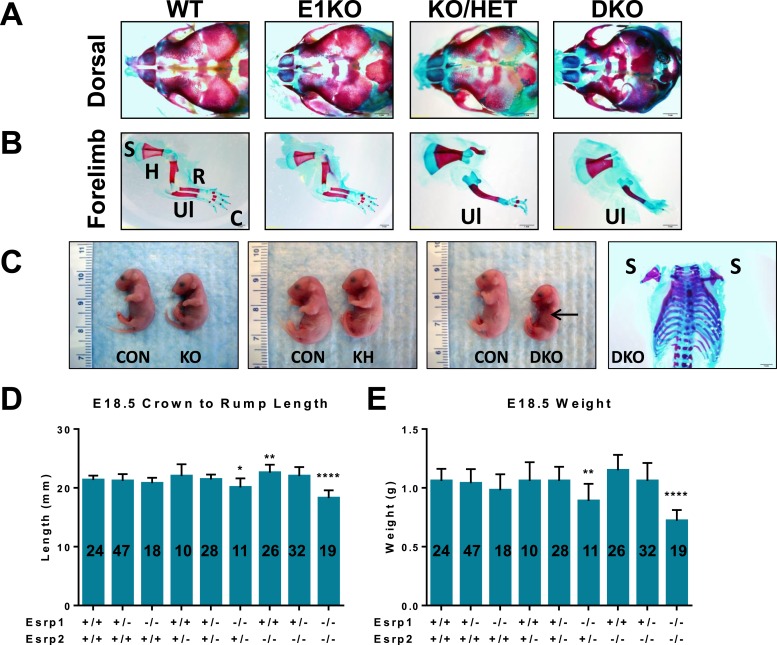
Phenotypes in Esrp KO embryos. (**A**) Dorsal aspect of E18.5 embryo bone and cartilage stains reveals hypoplasia of nasal and premaxilla bones. The rostral foreshortening is more pronounced in KO/HET and DKO embryos (n = 3). (**B**) Esrp KO/HET and DKO mice lack radius and humerus bones, and exhibit forepaw syndactyly. Scapula (S), humerus (H), radius (R), ulna (Ul), and carple (C) bones are indicated. (**C**) Gross pictures of E18.5 Esrp deficient embryos show forelimb and cranial defects. A representative bone and cartilage stain of a DKO embryo with forelimb agenesis of both left and right forelimbs is presented. (**D**, **E**) Average crown to rump length (**D**) and weights (**E**) of E18.5 embryos. One-way ANOVA multiple comparisons analysis. Adjusted p-values for multiple comparisons (*) p < 0.05, (**) p < 0.01, (***) p < 0.001, (****) p < 0.0001. **DOI:** http://dx.doi.org/10.7554/eLife.08954.006

**Figure 1—figure supplement 4.**
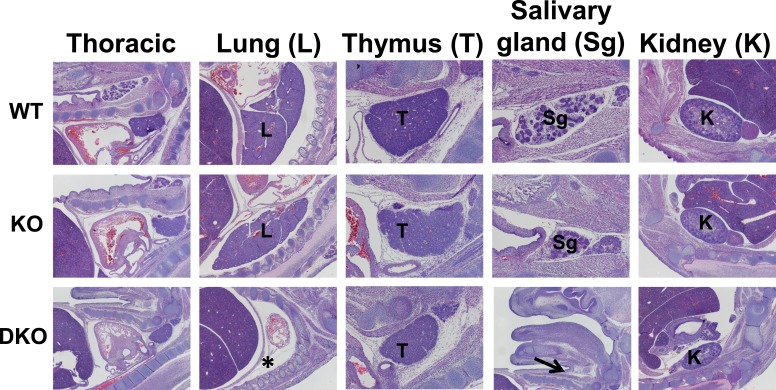
Organogenesis defects in Esrp deficient embryos. Sagittal sections were generated from WT, KO, and DKO E15.5 embryos. Indicated organs were evaluated for gross morphological defects by H&E staining of sections. Esrp1/Esrp2 DKO embryos do not form lungs (*) and salivary glands (arrow). Thoracic, lung, and kidney images were taken at 4×. Thymus and salivary images were taken at 10× (except for the DKO salivary section for orientation and clear indication of salivary gland agenesis) (n = 3 for each genetic group). **DOI:** http://dx.doi.org/10.7554/eLife.08954.007

Additional evidence that Esrp2 can partially compensate for Esrp1 KO was observed when we analyzed limb phenotypes in our mice. Whereas we observed no gross forelimb or hindlimb defects in *Esrp1* KO mice, Esrp KH embryos often presented with malformed forelimbs and forepaw syndactyly (n = 22 evaluated). In DKO E18.5 embryos the forelimbs were further malformed, associated with smaller limbs and full fusion of the forepaw, or partially penetrant forelimb agenesis (∼33%, n = 9/27 evaluated). Bone and cartilage stains revealed the forelimb defect was associated with the absence of the radius and humerus bones (Figure 1—figure supplement 3B,C). The forelimb defects thus also represent an example where *Esrp2* can partially compensate for *Esrp1* ablation, and that *Esrp2* can modify the phenotype in a dose dependent manner. The variable penetrance seen in the DKO forelimbs, in which forelimb agenesis or profound limb malformation were seen, further underscores the crucial function of Esrps in limb development. While the mechanisms that give rise to these abnormalities require further study, *Esrp1* and *Esrp2* are expressed in the ectoderm overlying mesenchyme of the apical ectodermal ridge (AER) and crosstalk between these cells, including a role of Fgfr2-IIIb in ectoderm, have been shown to underlie limb development (Xu et al., 1998). However, hindlimbs were unaffected in Esrp KO mice and therefore the molecular cues driving formation of forelimb and hindlimbs clearly differ with respect to a requirement for Esrp regulated splicing.

### The Esrps are required for organogenesis of multiple organ systems

As noted previously, the Esrp proteins were identified as primary regulators of the *Fgfr2-IIIb* splicing event (Warzecha et al., 2009a). Previous work that evaluated the developmental requirement for exon IIIb in mice used a mouse allele in which exon IIIb was deleted. The removal of exon IIIb in the mature transcript results in mice with a multitude of developmental defects in a variety of organ systems during embryonic development including lung, thymus, salivary gland, and kidney (De Moerlooze et al., 2000). To determine if the loss of the Esrp proteins impacted development of many of these organs, we collected whole embryo sagittal sections from Esrp1 KO and DKO embryos and littermate controls at E15.5. We observed agenesis of two organs that undergo branching morphogenesis, lung and salivary gland, in the DKO embryos (Figure 1—figure supplement 4). The failure to form lung and salivary glands in DKO embryos represents examples of organ development that require the Esrp proteins, but where partial compensation for *Esrp1* ablation by a single copy of *Esrp2* is sufficient for these organs to form. This implicates the Esrps in regulating branching morphogenesis in vivo, but not all organs utilizing this developmental program are absent in Esrp DKO mice. Kidneys, which undergo a stereotypical branching morphogenesis, are present in the KO and DKO embryos, albeit reduced in size. This level of histological analysis cannot rule out potential subtle defects in branching morphogenesis that may impact organ size in the kidney. Further detailed analysis of these phenotypes will be needed to evaluate the developmental timing and levels of branching defects in Esrp deficient mice.

### Esrp1/2 DKO embryos exhibit epidermal hypoplasia and hair follicle developmental defects

Previous studies have shown that the epithelial cells that comprise the skin exhibit high levels of *Esrp1* and *Esrp2*, both in the interfollicular epidermis as well as the epithelial cells of the hair follicle (Figure 1—figure supplement 1A,E) (Su et al., 2002; Rendl et al., 2005; Zhang et al., 2008; Greco et al., 2009; Warzecha et al., 2009a). The skin forms an essential barrier that protects the body from environmental stresses and hazards, maintains fluid electrolyte homeostasis, and provides a thermoregulatory layer. We therefore focused further histologic and molecular analysis on KO and DKO skin. We harvested E18.5 dorsal skin and performed H&E staining of dorsal midline sagittal sections. Skin isolated from KO and KH embryos did not reveal any major defects in skin formation or appendages (i.e.,: hair follicles). However, DKO embryos had thin transparent skin at E18.5. Histological analysis of DKO and control littermates revealed epidermal hypoplasia (Figure 2A). Quantification of epidermal thickness, as measured from the basal keratinocyte layer to the granular layer, in DKO skin was reduced by 35% compared to littermate controls carrying at least one wild type copy of *Esrp1* (Control: 25.79 ± 2.20 μm, n = 8, DKO: 16.68 ± 1.66 μm, n = 6, unpaired two-tailed t test p < 0.0001) (Figure 2B). In addition to epidermal hypoplasia, DKO skin at the histological level appeared to have reduced hair follicle number. To address this we counted hair follicle numbers over 9 fields of view along the length of the skin. In DKO skin there were ∼23% fewer hair follicles (Control: 16.00 ± 2.37, n = 8, DKO: 12.25 ± 1.24, n = 6, unpaired two-tailed t test p = 0.0043) (Figure 2C). Moreover, the reduced number of hair follicles in DKO skin was associated with earlier staged hair follicles compared to controls, indicating delayed hair follicle maturation (Figure 2D) (Paus et al., 1999; Petiot et al., 2003).

**Figure 2.**
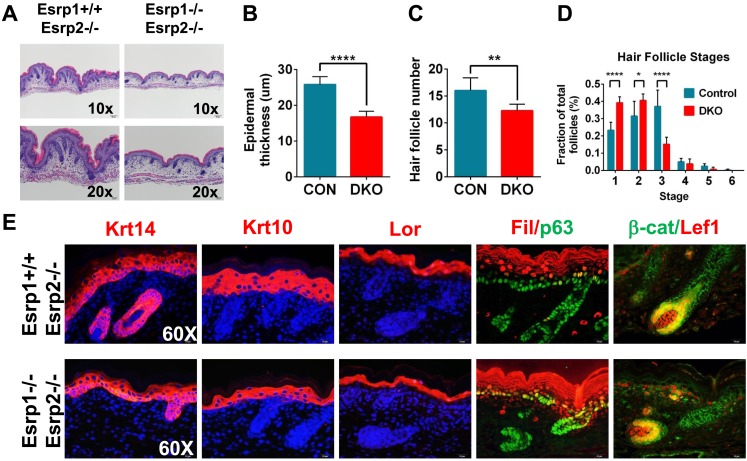
KO of Esrp1 and Esrp2 results in defects in epidermal and follicular development. (**A**) Representative H&E stained sections of dorsal skin from control *Esrp1*^*+/+*^*, Esrp2*^*−/−*^ and *Esrp* DKO (*Esrp1*^*−/−*^*, Esrp2*^*−/−*^) E18.5 embryos used in **B**–**E**. (**B**–**D**) Metrics of epidermal thickness measured from basal keratinocyte layer to granular layer (**B**), hair follicle number measured over 9 fields of view (**C**), and hair follicle stages from Esrp DKO (n = 6) and control (CON) (n = 8) littermates. Two-tailed Student's *t*-test was used for **B**, **C** and 2way ANOVA multiple comparisons test for **D**. (**E**) Immunofluorescence of skin differentiation markers for basal keratinocytes (Krt14 and p63), spinous layer (K10), cornified layer (Loricrin (Lor)), and granular layer (Filaggrin (Fil)). β-catenin and its transcriptional target Lef1 are markers of developing hair follicles (n = 3). **DOI:** http://dx.doi.org/10.7554/eLife.08954.008

**Figure 2—figure supplement 1.**
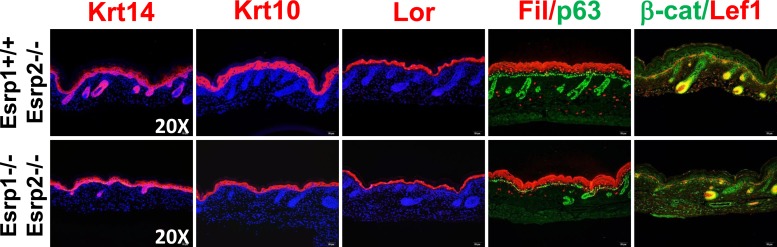
KO of Esrp1 and Esrp2 results in defects in epidermal development and hair follicle formation. Immunofluorescence of skin differentiation markers for basal keratinocytes (Krt14 and p63), spinous layer (Krt10), cornified layer (Loricrin (Lor), and granular layer Filaggrin (Fil)). β-catenin and its transcriptional target Lef1 are markers of developing hair follicles. Note the thinner epidermal layers and disorganized basal keratinocyte layer (p63). While fewer hair follicles are present in DKO skin nuclear β-catenin and Lef1 are present in the DP and developing hair (n = 3). **DOI:** http://dx.doi.org/10.7554/eLife.08954.009

While the skin appeared to contain all stratified layers of the epidermis, it was possible that the observed epidermal hypoplasia might be due to under representation of one or more of these layers. Mouse epidermis is comprised of interfollicular epidermis, hair follicles, and sebaceous glands. Basal keratinocytes reside in the deepest layer of the epidermis adjacent to the underlying dermis and are arranged in a single cell layer, both within the interfollicular epidermis and hair follicles. The source of stem cells needed for vertical proliferation and differentiation for stratification of the epidermis reside within the basal keratinocyte layer. These stem cells give rise to transit amplifying cells that vertically proliferate and differentiate into the other stratified epidermal layers (spinous layer, granular layer, and stratum corneum) (Fuchs, 2007; Solanas and Benitah, 2013). To evaluate the differentiation program in our *Esrp* DKO mice we performed indirect fluorescent immunohistochemistry for epidermal differentiation markers. We used markers of basal keratinocytes (Keratin 14, p63), spinous layer (Keratin 10), granular layer (Loricrin, Filaggrin), and hair follicles (β-catenin, Lef-1) in E18.5 skin sections (Figure 2E). DKO skin sections stained positively for these differentiation markers; however, Keratin 14, Keratin 10, Loricrin, and Filaggrin expression domains were reduced in overall size compared to the control skin samples (Figure 2E and Figure 2—figure supplement 1). This is consistent with the observed epidermal hypoplasia, and illustrates that DKO epidermis nonetheless is still capable of forming a stratified epidermis. Where hair follicles were present, we observed cortical cytoplasmic β-catenin in the epithelial cells of the hair follicle. Nuclear expression of β-catenin was observed in cells bordering the dermal cells, which expressed nuclear Lef-1, a β-catenin transcriptional target. Thus, hair formation was also functionally intact, although overall follicle number was reduced in DKO skin. We also noted that p63 staining reveals a less organized basal keratinocyte layer, with disorganized and sporadically spaced p63 negative cells (Figure 2E, Figure 2—figure supplement 1). These skin phenotypes are similar to those previously observed in Fgfr2-IIIb isoform-specific KO mice that also showed epidermal hypoplasia and reduced and immature hair follicle numbers (Petiot et al., 2003).

### Esrp regulated splicing targets exhibit variable sensitivity to loss of Esrp1 and Esrp2

The progression of phenotypes observed in combined *Esrp1* and *Esrp2* DKO mice compared to *Esrp1* KO alone implies some functional redundancy of these two splicing factors. In turn, this suggests the degree to which Esrp2 can partially compensate for Esrp1 KO contributes to the observed defects in the mice. To address this possibility we utilized the most readily abundant source of epithelial cells that can be purified to relative homogeneity, the epidermis, to define differential changes in splicing associated with loss of *Esrp1* and/or *Esrp2* alleles. We isolated full thickness epidermis from E18.5 embryonic mice following trypsin digestion and manual separation from the underlying dermis. Total epidermis from the nine genetic combinations of *Esrp1* and *Esrp2* KO alleles were isolated to evaluate *Esrp1* and *Esrp2* expression levels. Quantitative real-time PCR (Figure 3A, graph) and western blot analysis for Esrp1 and Esrp2 confirmed transcript and protein ablation in vivo (Figure 3A, bottom panel).

**Figure 3.**
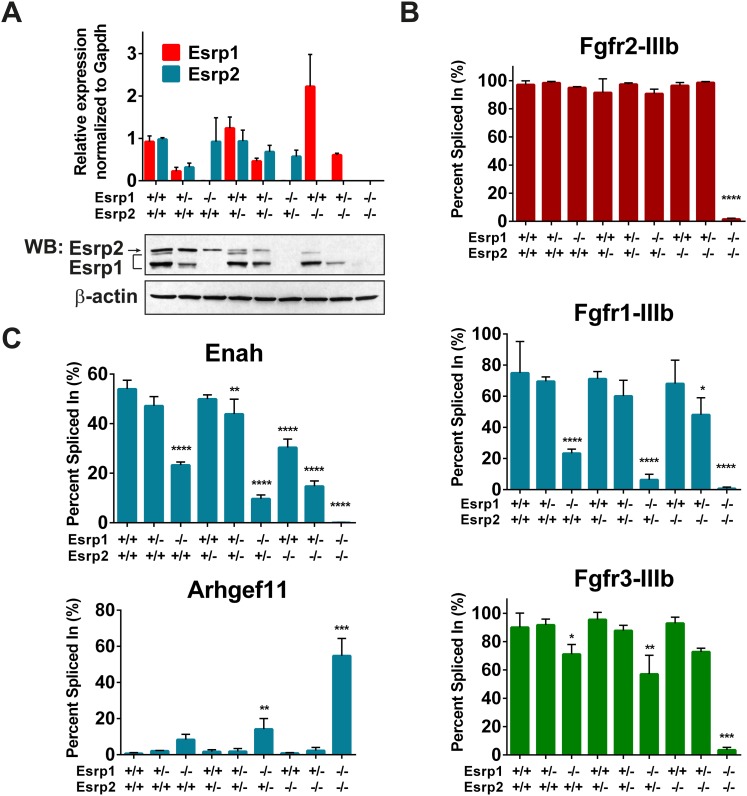
Esrp regulated splicing events show variable sensitivity to loss of Esrp1 and Esrp2. (**A**) qRT-PCR expression of *Esrp1* and *Esrp2* in purified E18.5 epidermis from the designated genetics of Esrp1 and Esrp2 KO embryos (n = 3). Western blot confirmation of Esrp1 and Esrp2 KO in purified epidermis from E18.5 embryos (n = 2). (**B**) Graphical representation of the epithelial *-IIIb* exon inclusion rates for *Fgfr1*, *Fgfr2*, and *Fgfr3* in epidermis (n = 3). (**C**) Esrp regulated splicing events in Enah and Arhgef11. Graphical representation of Percent Spliced in (PSI) are presented (n = 3). Two-way ANOVA multiple comparisons tests statistical analysis was used and all groups were compared to *Esrp1*^*+/+*^*, Esrp2*^*+/+*^ (WT). Statistical indications for p-values, *<0.05, **<0.01, ***<0.001, ****<0.0001. **DOI:** http://dx.doi.org/10.7554/eLife.08954.010

To address differential responses to loss of Esrp1 and/or Esrp2, we performed semi-quantitative radioactive RT-PCR for the mutually exclusive splicing of *Fgfr2-IIIb/c.* Across all nine allelic combinations no change in *Fgfr2-IIIb* (epithelial) splicing was detected until both Esrp1 and Esrp2 were deleted, and thus only a single copy of Esrp2 is sufficient to maintain *Fgfr2-IIIb* splicing in epidermis. However, in DKO epidermis *Fgfr2* underwent a full switch from *Fgfr2-IIIb* (epithelial) to *Fgfr2-IIIc* (mesenchymal), indicating that the production of the Fgfr2-IIIb isoform is fully dependent upon the Esrps in epidermis (Figure 3B). We tested whether the Esrps also regulate *Fgfr1* and *Fgfr3*; transcripts that also contain mutually exclusive exons (MXEs) IIIb and IIIc in the same protein coding region. In both *Fgfr1* and *Fgfr3*, we also observed a complete switch from exon IIIb to exon IIIc splicing in DKO epidermis. However, *Fgfr1* showed a more dramatic switch in splicing in *Esrp1* KO epidermis than *Fgfr3*, but both showed a gradual switch to the *-IIIc* isoforms upon sequential loss of the Esrps (Figure 3B). This places the Esrps central in the regulation of this developmentally significant family of tyrosine kinase receptors, where loss of both Esrp1 and Esrp2 results in a splicing switch to the mesenchymal receptor isoforms in the epidermis.

To determine if other Esrp splicing targets are differentially affected by loss of Esrp1 and Esrp2, in a manner similar to the *Fgfr* family, we tested splicing events in mouse orthologs of previously described splicing events from our in vitro human cell culture experiments (Warzecha et al., 2009a, 2009b). We evaluated an Esrp enhanced splicing event in *Enah* and the Esrp silenced splicing event in *Arhgef11*. *Enah* is more profoundly affected by loss of Esrp1, while *Arhgef11* remains relatively unchanged until the KH and DKO samples (Figure 3C). These results indicate differential sensitivity of Esrp regulated splicing events to loss of Esrp1 and Esrp2, and thus variable functional redundancy of Esrp1 and Esrp2 in regulation of Esrp-mediated splicing events.

### In vivo determination of a global Esrp regulated splicing program in the epidermis

To extend our understanding of ESRP regulated splicing events beyond those previously identified in vitro and to determine the splicing regulatory program mediated by the Esrps in vivo, we profiled global splicing changes using RNA isolated from total epidermis from WT, KO, KH, and DKO E18.5 embryos. From these four genetic groups we sought to identify global changes in AS that show variable sensitivity to loss of Esrp1 and Esrp2, as was seen in *Fgfr1, Fgfr2, Fgfr3*, *Enah*, and *Arhgef11*. Each library was constructed using total RNA from full thickness epidermis to generate strand-specific polyA-selected mRNA sequencing libraries and the multiplexed libraries were sequenced together on a single flow cell across 2 lanes with an Illumina HiSeq 2000 (see also ‘Materials and methods’). We generated over 560 million paired sequencing reads in total from 2–3 biological replicates from each genetic group which uniquely mapped to over 440 million mapped pairs. 

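RNA from the skins of individual E18.5 embryos was sequenced from 4 genotypes, and 9 libraries were analysed. WT was represented by 2 libraries, KO embryos without Esrp1 by 3, KH embryos without Esrp1 and with 1 working allele of Esrp2 by 2, and DKO embryos without either gene by 2. The sample labels and the paper both call the controls WT, whereas the text on RNA extraction gives the control embryos as lacking Esrp2. Esrp2 was 118.1 and 135.8 FPKM in these libraries and at most 0.0843 FPKM in DKO, which argues against its loss in the controls. The libraries are called WT here, as in the paper. The authors mapped the paired reads to mm10 and the Ensembl release 72 transcriptome with TopHat v1.4.1 and used Cuffdiff v2.2.0 to turn them into FPKM, a measure of fragments scaled to exon length and to the number of mapped fragments. The deposited table gives the FPKM of 38203 genes in each library and the mean for each genotype. FPKM carries no read counts, so the depth comes from the read numbers in Supplementary file 1, whose library numbers do not match the labels and which are therefore given by genotype. Mapped pairs per library ranged from 31878882 to 43489320 in DKO, from 34189784 to 40218779 in KH, from 36492630 to 119111595 in KO and from 35870552 to 64191217 in WT, at mapping rates of 76.9% to 81.6%. The FPKM values summed to 1112137 and 771857 in the DKO libraries, 713318 and 925443 in KH, 734747, 1130713 and 886703 in KO, and 895103 and 867380 in WT. Between 11851 and 12228 genes per library had an FPKM of at least 1.
From there, genes with an average FPKM above 0.1 in at least 1 genotype were kept, which left 16897, and log2(FPKM + 1) of all 9 libraries was fitted with limma, with an intensity trend and 5 residual degrees of freedom. Fold changes on this scale understate the change of genes with low FPKM. A gene was called when its Benjamini-Hochberg adjusted p was below 0.05 and its average FPKM differed more than 2-fold, the thresholds of the paper. The paper's Cuffdiff test works on reads and cannot be repeated from FPKM.
Among the targeted genes, Esrp1 had an FPKM of 119.0 and 141.9 in the WT libraries, 29.8, 28.7 and 27.2 in KO, 18.2 and 55.1 in KH, and 42.2 and 38.7 in DKO. Esrp2 had 118.1 and 135.8 FPKM in WT, 88.1, 88.4 and 131.1 in KO, 38.6 and 89.5 in KH, and 0.0843 and 0.0463 in DKO, where every value lay far below the other 7 libraries. The sexes of the embryos, judged by Xist and 4 Y chromosome genes, were not balanced: Xist was between 76.2 and 180.4 FPKM in the KO libraries and 110.9 FPKM in WT replicate 2, and at most 0.178 FPKM in the other 5 libraries.

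**Figure D1:**
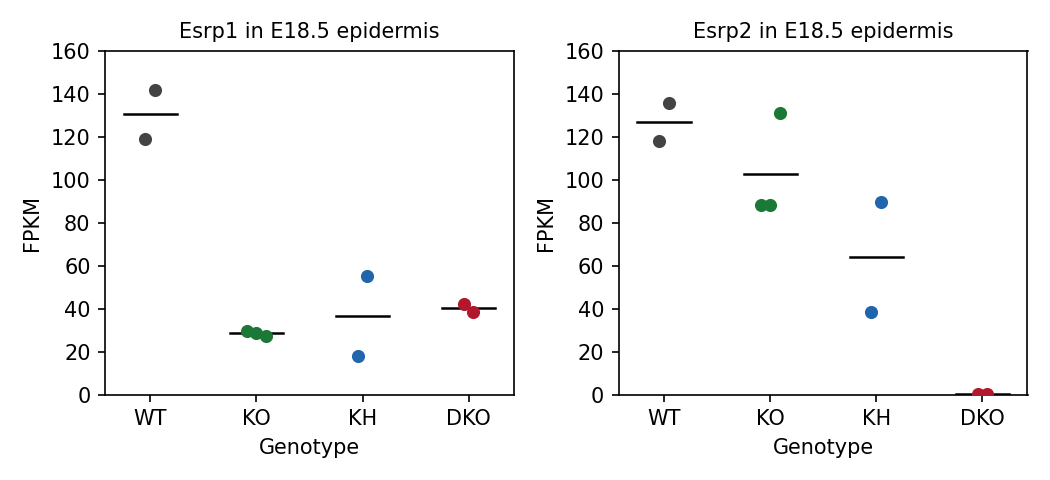
FPKM of Esrp1 (left) and Esrp2 (right) in each library of E18.5 epidermis by genotype; points are libraries and bars are the genotype means. Esrp1 stays at or below 55.1 FPKM in the libraries of all knockout genotypes, and Esrp2 is below 0.1 FPKM only in DKO.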

Each genetic group was represented by at least 70 million unique paired sequencing reads mapped to the mouse mm10 genome at ∼70–85% mapping rate (Supplementary file 1). The RNA sequencing results were subsequently processed by rMATS (Shen et al., 2014) to identify differential splicing events.

Each KO group was compared to the WT group to identify differentially spliced events with an associated change in Percent Spliced In (PSI, ΔPSI or Δψ) of these events. The detected AS events from the four genetic groups were clustered for each comparison and a heat map was used to represent ΔPSI in the three comparisons of the different KO conditions relative to WT controls. As expected, the largest number and greatest ΔPSI in detected splicing switches were seen in the DKO epidermis (Figure 4A). The splicing events for the five major classes of AS were cataloged: Skipped Exon (SE, cassette exons), Alternative 5′ splice site (A5SS), Alternative 3′ splice site (A3SS), MXE, and Retained Introns (Figure 4A). The majority of AS events were identified in the SE category and comprise 55–72% of the total detected Esrp-dependent AS (Figure 4A). The Venn diagram depicting the overlap between the KO, KH, and DKO groups further highlights the growing number of SE events detected when one or both alleles of *Esrp2* are ablated in addition to *Esrp1*. We did note 48 events detected in the KO and/or KH analysis that were not identified by rMATS in the DKO samples. We suspect that some of these arise due to statistical limitations in RNA-seq based detection of AS events in addition to the higher numbers of mapped reads from the KO samples. To evaluate this further, we also noted that 14 of these 48 events arose from the 10 tandem variable exons of Cd44. The variable inclusion of these exons in the KO and KH epidermis compared to the almost full skipping of all 10 exons (Cd44s) in the DKO is a primary source of the detected non-overlapping SE events (Figure 4—figure supplement 1). It is also possible that some of these events are false positives or that differences in RNA sample quality or that of the libraries account for the lack of detection of some of these events in DKO samples. While the SE category represents the largest group of splicing events, there were several key splicing events identified in the MXE category as well as complex splicing patterns harder to categorize in a single group. For example, *Fgfr1*, *Fgfr2*, and *Fgfr3* were found within the top statistically significant events for the MXE category from the WT vs DKO comparison. Custom genome browser views of these three MXE events confirm the splicing patterns as determined by RT-PCR for the *Fgfr(s)* (Figure 3B, Figure 4—figure supplement 1). *Cd44* AS, mentioned previously, represents a complex conserved splicing event in which inclusion of 10 exons in the mouse variable region of the *Cd44* transcript is associated with the epithelial isoforms (*Cd44v*), and the exclusion of these exons generates the mesenchymal *Cd44s* isoform (Brown et al., 2011). The Esrps were shown to be primary regulators of the CD44v isoform, where ESRP depletion led to a nearly complete switch towards the mesenchymal CD44s isoform in human cell lines (Warzecha et al., 2009a). AS of many of these variable exons were detected in the SE category and were confirmed in the custom genome browser and by RT-PCR (Figure 4—figure supplement 1). We extended our analysis of variable splicing sensitivity to six additional previously known Esrp targets in WT, KO, KH, and DKO epidermis. From this expanded list of Esrp targets we observed three classes of splicing events: a full change in splicing with *Esrp1* KO with no additional splicing change in KH or DKO samples (*Map3k7*), a gradual splicing switch seen from *Esrp1* KO to KH to DKO (*Numb*, *Nf2*, and *Scrib*), or changes in splicing only observed in the DKO (*Itga6* and *Macf1*) (Figure 4B).

**Figure 4.**
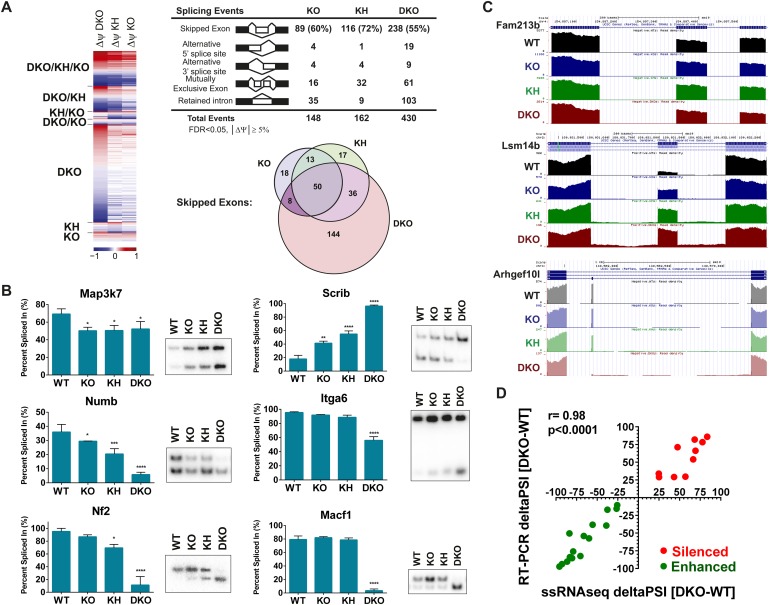
Global analysis of Esrp-mediated alternative splicing (AS) in epidermis. (**A**) Heatmap representing the predicted ΔPSI values for skipped exon (SE) events from KO, KH, and DKO epidermis compared to WT. Summary table of total detected splicing events in KO, KH, and DKO strand-specific RNA-seq. Venn diagram depicting overlap in detected SE events in KO, KH, and DKO datasets. Splicing events detected by rMATS at a FDR < 5% and |deltaPSI| ≥ 5% are depicted here. (**B**) Graphs for PSI for six Esrp targets are shown. Representative radioactive RT-PCR PAGE gels are presented. All events measured are from three independent biological samples. Two-way ANOVA multiple comparisons tests statistical analysis was used and all groups were compared to Esrp1^+/+^, Esrp2^+/+^ (WT). (**C**) Representative UCSC custom genome browser snapshots of Esrp1 KO full switch (*Fam213b*), gradual (*Lsm14b*), and DKO only (*Arhgef10l*) SE splicing events. Negative strand transcripts are shown in faded colors compared to bold colored positive strand transcripts. (**D**) Graphical representation of the predicted deltaPSI of 25 ssRNA-seq targets from WT vs DKO rMATS analysis, compared to the RT-PCR validated deltaPSI. Pierson Correlation with r- and p-values is indicated. **DOI:** http://dx.doi.org/10.7554/eLife.08954.011 10.7554/eLife.08954.012Figure 4—source data 1.rMATS analysis of Esrp deficient epidermis.**DOI:** http://dx.doi.org/10.7554/eLife.08954.012 10.7554/eLife.08954.013Figure 4—source data 2.RNAseq and RT-PCR validated SE splicing events.**DOI:** http://dx.doi.org/10.7554/eLife.08954.013

**Figure 4—figure supplement 1.**
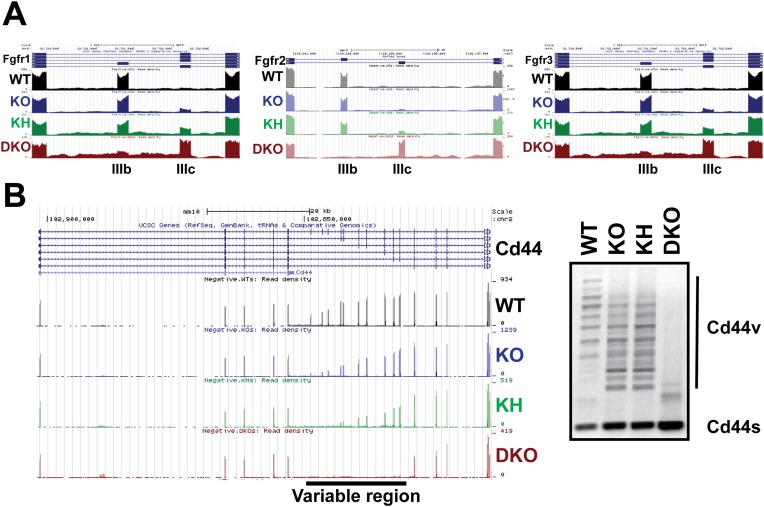
The Esrps regulate AS of the *Fgfr* family and *Cd44* genes in epidermis. (**A**) Strand-specific RNA-seq custom UCSC genome browser snapshots of *Fgfr1-*, *Fgfr2-*, and *Fgfr3-IIIb* and *-IIIc* mutually exclusive splicing events. These tracks confirm the variable sensitivity of this family of mutually exclusive splicing events to loss of Esrp1 and Esrp2. All three *Fgfr* transcripts include the mesenchymally expressed *-IIIc* isoform when both Esrp1 and Esrp2 are knocked out. Fgfr2 shows no switch in splicing until both Esrps are ablated, whereas both Fgfr1 and Fgfr3 show variable sensitivity to Esrp1 and Esrp2 loss. Negative strand transcripts are shown as faded colors compared to bold colored positive strand transcripts. (**B**) Strand-specific RNA-seq custom UCSC genome browser snapshot of the *Cd44* gene. Inclusion of the variable region (10 exons) results in the multiple isoforms termed the Cd44v which are expressed in epithelial cells. KO of Esrp1 and Esrp2 results in full conversion of Cd44v to the mesenchymally expressed Cd44s (short) isoform. This confirms the Esrps also regulate the complex splicing of 10 consecutive exons in Cd44 in vivo. Representative gel of an ethidium bromide stained agarose gel of a Cd44 RT-PCR is shown (n = 3). **DOI:** http://dx.doi.org/10.7554/eLife.08954.014

**Figure 4—figure supplement 2.**
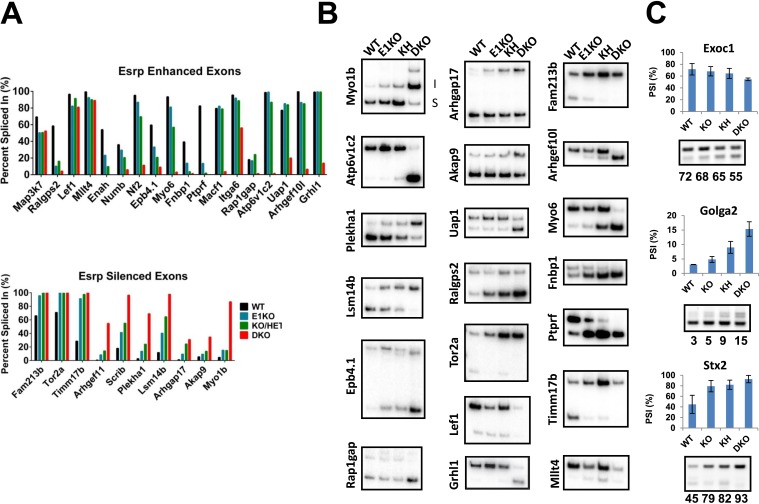
RT-PCR validation of Esrp regulated SE splicing events. (**A**) Graphical representation of Esrp enhanced and silenced SE events identified from strand-specific RNA-seq and previously identified orthologous splicing events from in vitro cell based splicing analysis. The average PSI of replicate validations (n = 3) and individually validated splicing events are plotted for WT, KO, KH, and DKO samples. Events are organized left to right from full switch with loss of Esrp1, gradual, to splicing switch only after DKO. (**B**) Radioactive RT-PCR analysis from total epidermis for rMATS detected SE events. (**C**) RT-PCR evaluation of three SE events observed in KO/KH (*Exoc1* and *Stx2*) or KH (*Golga2*), but not in the DKO rMATS analysis. All three exhibit a larger ΔPSI in the DKO sample compared to the KO or KH samples, indicating these as false negatives rather than non-overlapping SE events (n = 2). **DOI:** http://dx.doi.org/10.7554/eLife.08954.015

We used RT-PCR to evaluate additional Esrp regulated splicing targets for differential sensitivity to Esrp1 and Esrp2 ablation, including novel in vivo Esrp targets from the rMATS global analysis of AS in the epidermis. The splicing events selected had a minimal predicted ΔPSI > 10%, but included a broad range of PSI(s). In total we have tested 38 splicing events including the events described above (Figure 4—source data 2). Of the targets evaluated with successful RT-PCRs all exhibited the expected splicing pattern as predicted by rMATS (Figure 4—figure supplement 2). These identified targets provide further evidence of differential splicing sensitivity to loss of Esrp1 and Esrp2. All three patterns of differential sensitivity to *Esrp1* and *Esrp2* KO were seen as previously described, and the PSI values of these validations are graphically represented (E1KO, gradual, and DKO sensitive splicing changes organized from left to right) (Figure 4—figure supplement 2A,B). Representative RNA-seq genome browser views of Esrp regulated splicing events that undergo full switch after *Esrp1* KO (*Fam213b*), gradual splicing switch (*Lsm14b*), or no switch until DKO (*Arhgef10l*) further illustrate these patterns of Esrp regulated AS confirm these findings via RNA-seq (Figure 4C). Of note, we also tested 3 transcripts (*Exoc1*, *Golga2*, and *Stx2*) that were identified by rMATs in KO or KH samples, but not in DKO and noted that all three were validated to switch splicing in DKO samples (Figure 4—figure supplement 2C). These examples thus further indicate that there are some false negatives in the RNA-Seq analysis of DKO epidermis. Comparison of the predicted ΔPSI as measured by rMATS and the ΔPSI determined by semi quantitative RT-PCR revealed a high correlation between these two measurements in WT and DKO samples (r-value = 0.98, p < 0.0001, Pearson Correlation) (Figure 4D). *Grhl1 was a*mongst the target SE events that showed no detectible change in PSI until DKO. The *Grhl1* SE event is also an example of predicted AS-mediated non-sense mediated decay (AS-NMD) (Lu et al., 2015). The inclusion of exon 5 maintains *Grhl1* expression, whereas skipping as seen in the DKO epidermis results in a transcript targeted by NMD. In DKO epidermis there is an 85% reduction in exon 5 inclusion that results in an 86% reduction in *Grhl1* transcript levels (Figure 4—figure supplement 2A,B, see also Figure 6C).

To determine the biological processes and pathways targeted by the Esrp regulated splicing program in vivo, we used all Esrp regulated SE events from the three WT vs Esrp KO comparisons to perform gene ontology (GO) and pathway analysis using DAVID 6.7 (Huang da et al., 2009) (Supplementary file 2). Esrp regulated splicing targets were enriched for the functional GO terms ‘cytoskeletal protein binding’, ‘cell cortex’, ‘vesicle-mediated transport’, and ‘actin binding’ as well as the KEGG pathway terms ‘adhererns junction’ and ‘MAPK signaling pathway’ (FDR [Benjamini-Hochberg] <0.05). However, several interesting functional GO terms, with p-values <0.01 while not reaching the threshold for multiple comparisons, in biological functions associated with tissue morphogenesis, cellular adhesion, membrane organization, and apoptosis. Our KEGG pathway analysis also enriched for the terms ‘tight junction (TJ)’, ‘regulation of actin cytoskeleton’, ‘hematopoietic cell lineage’, and ‘gap junction’ with p-values <0.01 while not reaching the threshold for multiple comparisons. The enrichment of these biological processes and pathways support an important functional role of the Esrps in regulated splicing of genes in pathways necessary for proper epithelial cell maintenance and function.

### Esrp binding motifs are enriched flanking Esrp regulated exons in mouse epidermis

RBPs that regulate AS are believed to predominantly act through direct binding to regulatory RNA sequence motifs in the exons and/or flanking intronic sequences of alternatively spliced exons (Fu and Ares, 2014). However, splicing factors may also indirectly induce changes in splicing patterns by a number of mechanisms, including changes in splicing that alter the expression level, activity, or localization of other splicing factors. To investigate the possibility that differential expression of other splicing factors in Esrp depleted epidermis might be involved in the observed regulation, we focused on a set of 188 mouse orthologues of human RBPs as well as other genes with known or putative roles in splicing regulation (Han et al., 2013). Since the number and the degree of splicing change were largest in Esrp DKO epidermis we analyzed differential expression of splicing factors in WT and DKO skin. 

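In the table of splicing factors behind Figure 5A, 212 genes are listed, where the paper's text gives 188, and 202 of them passed the FPKM filter. Esrp2 (chromosome 8, 106130319 to 106136974, minus strand, GRCm38) had the lowest ratio of DKO to WT, with a log2 fold change of -6.91 (standard error 0.37, adjusted p = 7.06e-05 from limma with Benjamini-Hochberg adjustment). Esrp1 had a log2 fold change of -1.66 (standard error 0.41), lower in both DKO libraries than in both WT libraries, but its adjusted p from limma with Benjamini-Hochberg adjustment was 0.142. That value depended on the other genotypes in the fit, since the adjusted p of Esrp1 fell to 0.0119 when only DKO and WT were fitted, to 0.00847 without KH replicate 1 and to 0.00677 without KH replicate 2, and over the alternatives that kept every library it ranged from 0.0119 to 0.224. At the 1.5-fold line of the paper, 28 factors differed in average FPKM between DKO and WT, 19 higher and 9 lower, and 26 of these were neither Esrp1 nor Esrp2. With a 2-fold line 8 factors remained, and without WT replicate 1 the count at 1.5-fold rose to 45. Only Esrp2 had an adjusted p below 0.05 over all genes, and likewise adjusted over the list alone; 19 of the 202 factors had an unadjusted p below 0.05.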

We noted large changes in *Esrp1* and *Esrp2* expression in DKO epidermis, but there were some more modest changes in expression of other candidate splicing factors with statistically significant changes in expression following Esrp ablation (Figure 5A, Figure 5—source data 1). Hence, while a loss of Esrp expression is likely to play a major role in splicing of numerous transcripts, alterations in expression of some of these other candidate regulators may also contribute to splicing shifts in some targets. It is noteworthy that although *Esrp1* RNA levels are not completely absent in the *Esrp1* KO RNA-seq samples by FPKM, mapped reads from the RNA-seq data confirmed that these RNAs represent transcripts splicing across the exon 7–9 deletion from exon 6 to exon 10, which would not encode a functional Esrp1 protein and reduced transcript levels are indicative of targeting by NMD. 

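Apart from the Esrps, the largest fall among splicing factors by the ratio of average FPKM was in Celf5, a gene of low FPKM, with an average of 0.223 FPKM in DKO and 0.928 in WT. By this ratio it was followed by Rbm20, with 0.684 ± 0.0914 FPKM (SD, n = 2) in DKO and 2.36 ± 0.111 (SD, n = 2) in WT. Rbm20 had a log2 fold change of -0.997 (standard error 0.25, adjusted p = 0.141 from limma with Benjamini-Hochberg adjustment, and 0.226 adjusted over the list alone). Its adjusted p passed 0.05 when only DKO and WT were fitted and with libraries weighted by limma's arrayWeights (0.0290), within a range of 0.0290 to 0.215 over the settings that kept every library. Rod1 fell from 48.4 to 26.01 FPKM, a ratio of 0.538. Among the factors that rose, Rbpms went from 0.330 to 0.938 FPKM, Khdrbs3 from 1.399 to 3.43 FPKM and Pcbp3 from 1.10 to 2.60 FPKM. The more abundant risers were small nuclear ribonucleoprotein genes, and 8 of the 19 genes at least 1.5-fold higher were Lsm or Snrp genes, such as Snrpg (225 FPKM in DKO against 124 in WT) and Snrpd2 (314 against 179). Without these alternatives none of the changes passed the limma threshold, as the adjusted p of the 27 factors other than Esrp2 ranged from 0.141 to 0.778. Fold changes of splicing factors fell with transcript length (Spearman's rho across 188 genes, which are not independent replicates, -0.50), and once each library was corrected for its length trend, 15 of the 19 higher factors remained and 8 factors were lower, and 5 of the 8 Lsm and Snrp genes remained. The paper proposes that loss of the Esrps likely plays a major role in the splicing of numerous transcripts, and that changes in some of these factors may also add to the shifts of some targets.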

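Esrp1 lies on chromosome 4 from 11331933 to 11386783 on the minus strand of GRCm38, with a median transcript length of 3719 nt. Its average FPKM was 28.5 ± 1.31 (SD, n = 3) in KO, 36.6 ± 26.1 (SD, n = 2) in KH and 40.4 ± 2.50 (SD, n = 2) in DKO, which is 21.9%, 28.1% and 31.0% of the WT average. Every library of these 3 genotypes was below both WT libraries. The log2 fold change was -2.15 in KO (standard error 0.38) and -1.998 in KH (standard error 0.41), with adjusted p-values of 0.375 and 0.693 from limma with Benjamini-Hochberg adjustment. The KH libraries differed 3-fold from each other, and that spread enters the shared error of the fit. The adjusted p also depends on the other genes of each comparison. An unadjusted p below 0.05 was reached by 765 genes in KO and 629 in KH, against 2324 in DKO. The FPKM is one value for the whole gene and cannot separate transcripts with and without the deleted exons.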

We confirmed the loss of *Esrp1* expression by qRT-PCR targeting the exon 7–9 deletion in Esrp KO samples by western for Esrp1 in total epidermis as well as histologically in skin sections using in situ hybridization for *Esrp1* (Figure 3A and Figure 1—figure supplement 1D). The changes in gene expression of RBPs or other splicing factors in the DKO epidermis were also evaluated in KO and KH RNA-seq (Figure 5—figure supplement 1).

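Of the 202 tested splicing factors, 16 differed at least 1.5-fold in average FPKM between KO and WT (13 higher, 3 lower) and 16 between KH and WT (12 higher, 4 lower), counting genes above 0.1 FPKM in at least 1 of the 2 genotypes compared. Of these, 12 in KO and 10 in KH were among the factors at least 1.5-fold changed in DKO. The median absolute log2 fold change over the list was 0.18 in KO and 0.14 in KH. No factor had an adjusted p below 0.05 in either comparison by limma with Benjamini-Hochberg adjustment, over all genes or adjusted over the list alone, and 5 in KO and 4 in KH had an unadjusted p below 0.05. Khdrbs3, Pcbp3, Rbpms and Rbm38 were at least 1.5-fold higher in all 3 knockout genotypes. Pcbp3 averaged 2.30 ± 0.414 FPKM (SD, n = 3) in KO and 2.69 ± 0.859 (SD, n = 2) in KH, and Khdrbs3 2.77 ± 1.03 (SD, n = 3) in KO and 3.12 ± 2.30 (SD, n = 2) in KH. The change in factors also followed transcript length in KO (Spearman's rho across genes -0.55, and -0.22 after the length correction), where the higher factors dropped from 13 to 9, and less so in KH (-0.26 and -0.14), where they stayed at 12. Since both comparisons use the same WT libraries, some overlap between genotypes arises from the shared control.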

**Figure 5.**
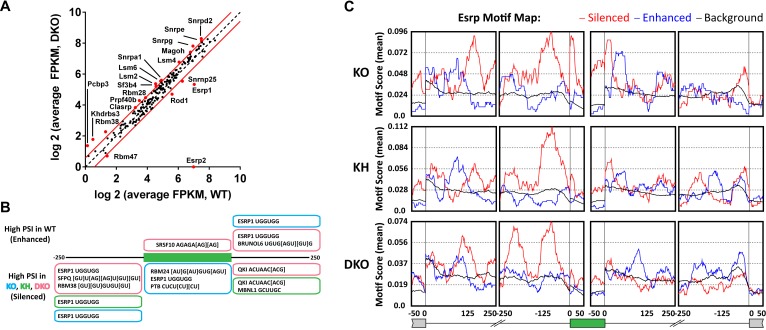
Esrp and known splicing factors RNA binding motif enrichment in Esrp-regulated SE events. (**A**) Differential gene expression of 188 mouse orthologues of known human RNA binding proteins (RBPs) or other putative splicing factors with at least 1.5-fold change in expression. Gene expression levels are from Cuffdiff v2.2.0. (**B**) Motif enrichment for RNA binding motifs of known splicing factors for SEs identified from KO (blue), KH (green), or DKO (pink) rMATS analysis. (**C**) RNA binding map for the top 12 Esrp bound 6-mer motifs identified by SELEX-seq. Maps for Esrp motif enrichment for SE events from the KO, KH, and DKO rMATS analysis are shown for silenced (red) and enhanced (blue) splicing events. **DOI:** http://dx.doi.org/10.7554/eLife.08954.016 10.7554/eLife.08954.017Figure 5—source data 1.Differential gene expression of splicing factors in Esrp deficient epidermis.**DOI:** http://dx.doi.org/10.7554/eLife.08954.017 10.7554/eLife.08954.018Figure 5—source data 2.Enriched known RNA binding motifs in Esrp regulated SE splicing events.**DOI:** http://dx.doi.org/10.7554/eLife.08954.018 10.7554/eLife.08954.019Figure 5—source data 3.Enriched 6-mers in Esrp regulated SE splicing events.**DOI:** http://dx.doi.org/10.7554/eLife.08954.019

**Figure 5—figure supplement 1.**
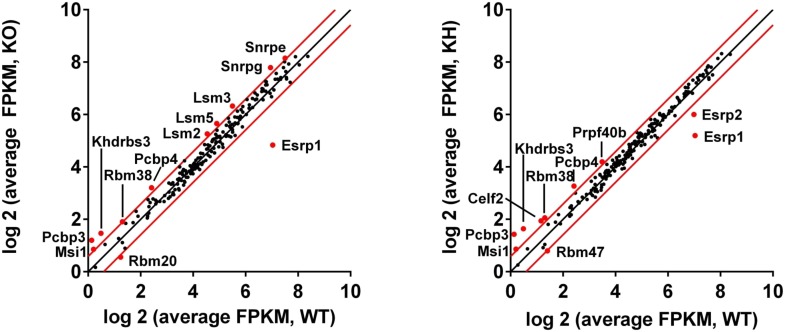
Differential gene expression of RBPs in Esrp KO and KH epidermis. (**A**) Differential gene expression of 188 mouse orthologues of known human RNA binding proteins or other putative splicing factors with at least 1.5-fold change in expression. Gene expression levels are from Cuffdiff v2.2.0. **DOI:** http://dx.doi.org/10.7554/eLife.08954.020

To further investigate the degree to which the SE exons were directly regulated by the Esrps in vivo, and to identify candidate splicing factors that potentially co-regulate them, we looked at known splicing factor binding motifs as well as all 6-mer motifs within or flanking the SE splicing events. The motif enrichment of known splicing factor binding sites consisted of a set of binding sites for 115 RBPs collected from the literature (see ‘Materials and methods’). For each of the motifs we looked for their enrichment in the regulated exon and 250 bp of flanking sequence in the upstream and downstream intronic sequence of SE events (ΔPSI ≥ 0.05, FDR < 0.05), excluding the splice sites, and compared the motif enrichment to a background set of non-regulated splicing events (min PSI > 0.15, max PSI < 0.85, FDR > 50%, FPKM > 5.0) from the rMATS analysis (Figure 5B, Figure 5—source data 2). For this analysis we collected all significant SE events and divided them into Esrp enhanced (high PSI in WT) or silenced (high PSI in KO) from each of the pairwise comparisons of WT vs KO, KH, or DKO epidermis. Motif enrichment analysis of known splicing factor binding sites identified the top ranked Esrp1 (UGGUGG) binding site motif defined by SELEX in the upstream intron of Esrp silenced SE events in all three pairwise comparisons, and the Esrp1 motif was also enriched in the exon body of Esrp1 KO splicing targets (Dittmar et al., 2012). We also observed enrichment of the Esrp1 motif in the downstream intron of Esrp enhanced exons in the KO and DKO analysis. This is consistent with the Esrp RNA binding map identified from our in vitro Esrp targets, wherein Esrp binding in the upstream intron or in the exon body of a regulated SE events mediates exon skipping, and conversely binding in the downstream intron promotes exon inclusion (Dittmar et al., 2012). We also identified motifs for SFPQ, RBM38, RBM24, PTB, SRSF10, MBNL1, BRUNOL6, and QKI in this analysis. The enrichment of these motifs suggests potential co-regulation of AS in some of these regulated events by these splicing factors.

The Esrp1 binding site (UGGUGG) was used in the known RBP motif analysis, however, we previously identified the top 6-mer Esrp1 binding motifs by SELEX-Seq, which highlighted the affinity of Esrp1 binding for GU-rich sequences (Dittmar et al., 2012). Using all possible 6-mers we confirmed the presence of the Esrp1 UGGUGG motif as described above, but we also observed a growing list of GU-rich sequences including the GGUGGU, GUGGUG, and other UGG-containing motifs identified by SELEX-Seq (Figure 5—source data 3). We also determined an Esrp RNA binding map for Esrp regulated SE splicing events using the top 12 Esrp1 binding sites identified by SELEX-Seq. We mapped the enrichment of these motifs in the exon body and in 250 bp intronic sequences flanking the regulated exon and up- and downstream exons (Figure 5C). There was a strong enrichment for these Esrp motifs (red line) in the upstream intron of silenced exons in all three comparisons, and enrichment in the exon body of silenced exons with the strongest enrichment in the *Esrp1* KO sensitive exons. Moreover, there was also enrichment of the Esrp motifs in the downstream introns of Esrp enhanced exons (blue line), with the most striking enrichment in the KO. We cannot rule out the possibility that other changes in splicing factors at the level of AS, localization, or translational efficiency may affect their activity independent of changes in total RNA expression, and in turn alter the regulatory landscape of Esrp responsive splicing events. However, the differential expression of the Esrps together with the enrichment of Esrp binding motifs and their positional enrichment relative to the regulated exons further suggest that many or most of the identified splicing events are likely direct targets.

### *Esrp1/2* DKO epidermis demonstrates large scale changes in gene expression, including components of the epidermal differentiation complex (EDC)

We evaluated changes in total transcript expression levels to further investigate how a loss of Esrp regulated splicing might directly (e.g., *Grhl1*) or indirectly impact global gene expression and contribute to the developmental defects seen in the epidermis of Esrp DKO mice. 

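Grhl1 (chromosome 12, 24572283 to 24617391, plus strand, GRCm38) had 43.1 and 41.6 FPKM in the DKO libraries and 131.5 and 118.1 FPKM in WT. The averages were 42.3 ± 1.03 (SD, n = 2) in DKO, 84.8 ± 31.6 (SD, n = 2) in KH, 86.3 ± 31.0 (SD, n = 3) in KO and 124.8 ± 9.50 (SD, n = 2) in WT, so that the DKO average was 66.1% below WT. The log2 fold change between DKO and WT was -1.54 (standard error 0.37), larger than the spread within either genotype, but the adjusted p of 0.136 from limma with Benjamini-Hochberg adjustment did not pass 0.05. It passed when only DKO and WT were fitted (0.0129), with FPKM rescaled to TPM (0.0397) and with libraries weighted by limma's arrayWeights (0.0271), and it ranged from 0.0129 to 0.205 over the alternatives that kept every library and from 0.067 to 0.643 with each library left out in turn. The whole-gene FPKM does not show which exon is included.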

We performed differentially expressed gene (DEG) analysis on all RNA-seq data generated from the four genetic groups. 

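Each pair of genotypes was compared in the same limma fit, and the 6 comparisons called 147 genes in total. Between DKO and WT, 123 genes were called, of which 81 were higher and 42 lower in DKO. DKO differed from KO in 108 genes (88 higher, 20 lower in DKO) and from KH in 72 genes (65 higher, 7 lower). Between KO and WT 5 genes were called, all lower in KO, and between KH and WT also 5, with 1 higher and 4 lower in KH. No gene was called between KH and KO by limma, where 185 genes had an unadjusted p below 0.05. Even Xist, at most 0.160 FPKM in KH and at least 76.2 FPKM in KO, was not called. The comparison can therefore miss large differences, and it also compares embryos that differed in Xist and Y chromosome genes. In DKO against WT 2324 genes (13.8% of those tested) had an unadjusted p below 0.05, against 765 (4.53%) in KO and 629 (3.72%) in KH. The 2-fold rule removed no gene from any comparison. The count between DKO and WT moved most when limma weighted the libraries by their spread, which raised it to 556, and ranged from 54 without WT replicate 2 to 152 without KH replicate 2. It was 65 without WT replicate 1, 75 without DKO replicate 1 and 84 without DKO replicate 2. The small counts moved as much, since KH against WT reached 33 genes without KH replicate 1, 8 without KH replicate 2, 10 without WT replicate 1 and 12 without WT replicate 2, and fell to 2 without DKO replicate 1 or 2 and to 1 without KO replicate 2 or 3. KO against WT reached 17 without WT replicate 2 and fell to 3 without WT replicate 1, 1 without KO replicate 1 and 0 without KO replicate 2 or 3. KH against KO reached 21 without KH replicate 1, 5 without KH replicate 2, 3 without KO replicate 1 and 6 without WT replicate 1 or 2. DKO against KH fell to 43 without WT replicate 2, and DKO against KO to 62 without KO replicate 3, 71 without WT replicate 1 and 65 without DKO replicate 1, KO replicate 2 or WT replicate 2. Where a genotype was left with 1 library, the fit assumes that it varies like the others.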

We identified 572 significant changes in gene expression, with >twofold difference in gene expression and FDR < 5% based on average FPKM in at least one pairwise comparison of the four genetic groupings (Figure 6A, Figure 6—source data 1). The differential gene expression analysis revealed that by far the most predominant changes in expression are observed between WT and DKO embryonic epidermis. This observation is consistent with the emergence of an epidermal phenotype only in the DKO epidermis. 

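The 3 comparisons with WT called 124 genes, and 118 of them were called in DKO alone. The 4 genes shared between DKO and KH were also called in KO, and 5 were shared between DKO and KO. Being called in DKO and not in the other genotypes is not itself a difference between them, so DKO was also compared with each directly. Of the 123 genes called between DKO and WT, 119 changed in the same direction against KH and 120 against KO, counts that use the DKO values by which the genes were chosen. Past the threshold were 61 of the 81 higher genes but 5 of the 42 lower genes against KH, and 72 and 14 against KO. Among the 81 genes higher in DKO, 47 in KH and 46 in KO were on the same side of WT, and their median change was 4.12% of the DKO change in KH and 1.32% in KO. Of the 42 genes lower in DKO, 42 in KH and 39 in KO were also lower than in WT, by a median of 41.1% and 34.6% of the DKO change. All these genes were chosen against the same WT libraries, which by itself moves KH and KO to the side of DKO, and no value for unchanged genotypes was calculated for these counts. Log2 fold changes in DKO correlated across 12197 genes with those in KH (Pearson's r = 0.616) and in KO (0.651), but comparisons that share the WT libraries correlate by chance. In 100 simulations of unchanged genotypes against the same control the median r was 0.502 and 0.549, with highest values of 0.535 and 0.578. Genes are not independent replicates in these values. Deviations of libraries from their genotype means also correlated across genes, by -0.60 to 0.49 for libraries of the same number. The simulated values may therefore vary too little to judge these r. From the number of changes in DKO against that in KO and KH, the paper proposes that the changes may go with an epidermal phenotype that appears only in DKO.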

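Of the 123 genes called between DKO and WT, 34.1% were lower in DKO. This share moved with the processing, to 46.1% of 178 genes with FPKM rescaled to TPM, to 64.8% of 400 when only DKO and WT were fitted and to 55.0% of 556 with arrayWeights. It was 10.7% without DKO replicate 2, 16.0% without DKO replicate 1 and 47.6% without KO replicate 3. The largest increases that separated both DKO from both WT libraries were in Krt6b, Gm9782, Slpi, Krt6a and Krt12. Krt6b rose from 9.52 ± 3.75 FPKM (SD, n = 2) in WT to 1151 ± 624 (SD, n = 2) in DKO, and Krt6a, a close paralog whose reads may not be separable from those of Krt6b, from 5.01 ± 0.625 to 392 ± 335 (SD, n = 2 each). Slpi rose from 0.303 ± 0.0854 to 75.2 ± 12.4 FPKM (SD, n = 2 each) and Krt12 from 20.1 ± 6.21 to 1017 ± 32.6 (SD, n = 2 each). Gm9782, which GENCODE M21 names Lce3d, rose from 0.194 ± 0.0246 to 99.8 ± 5.72 FPKM (SD, n = 2 each). Their log2 fold changes were 6.71 for Krt6b, 6.40 for Gm9782, 5.86 for Slpi, 5.71 for Krt6a and 5.62 for Krt12, with adjusted p-values between 2.73e-05 and 0.00222 from limma with Benjamini-Hochberg adjustment. Besides Esrp2, the largest decreases were in Aldh1a7 (log2 fold change -4.30, adjusted p = 0.00184), Slc6a19 (-4.10, adjusted p = 0.00229), Mgarp (-3.82, adjusted p = 0.00381) and Gm13536 (-3.64, adjusted p = 0.0373), by the same limma fit. Gm13536 lost its call in 8 of the 20 other settings, Mgarp in 3 and Krt6a in 1, without WT replicate 2; the other 6 genes named here kept theirs in all of them. Krt77 averaged 14.0 ± 12.2 FPKM (SD, n = 2) in DKO and 70.8 ± 15.5 (SD, n = 2) in WT, and Skint4 3.198 ± 1.36 and 21.1 ± 7.78 (SD, n = 2 each). Their adjusted p-values were 0.195 and 0.0598 from limma with Benjamini-Hochberg adjustment. Skint4 passed 0.05 with a pseudocount of 0.1, with genes averaging at least 1 FPKM, when only DKO and WT were fitted, with TPM, with arrayWeights and without KO replicate 3, and ranged from 0.0159 to 0.120 over the settings that kept every library, where Krt77 ranged from 0.0569 to 0.295. Both passed 0.05, as Grhl1 did, when adjusted over the list alone of these 3 genes, which the study chose on these libraries, so that this is not independent evidence.
The paper's own list of DKO genes (Figure 6—source data 2) holds 515 symbols, all of them found and tested. All 515 differed more than 2-fold in average FPKM, which follows from the choice of the list on these libraries. Of the 515, 92 (17.9%) were called by limma, and 31 of the 123 genes called here are outside the list. Both WT libraries enter every fold change, and they differ in Xist and Y chromosome genes; 1 of the 123 genes, Gjb1, lies on a sex chromosome.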

In the WT vs DKO group there were 514 significant changes in gene expression, of which 65% (337/514) were down regulated and 35% (178/514) were up regulated in the DKO epidermis. To identify biological functions of these gene expression changes we utilized GO analysis, using DAVID 6.7, on both the up and down regulated genes from the DKO epidermis. The DEGs were enriched for the GO terms ‘epidermal cell differentiation’, ‘keratinocyte differentiation’, ‘oxidation reduction’, and ‘fatty acid metabolic process’ (FDR [Benjamini-Hochberg] <0.05) (Figure 6B, Figure 6—source data 2). Similarly, several interesting functional GO terms were associated with p-values <0.01 while not reaching the threshold for multiple comparisons included terms associated with lipid metabolism, epithelial and epidermal differentiation and development, cytoskeletal organization, calcium ion binding, and defense response.

**Figure 6.**
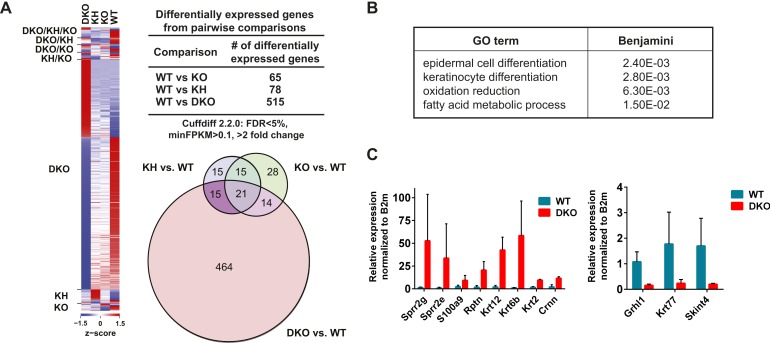
Global analysis of differential gene expression in Esrp KO epidermis. (**A**) Heatmap of differentially expressed genes (DEGs) in Esrp KO epidermis. Table of the total number of DEGs from WT comparisons to KO, KH, and DKO samples. Venn diagram depicting the overlap in DEGs from WT comparisons to KO, KH, and DKO samples. (**B**) Functional gene ontology (GO) term enrichment of DEGs from the WT vs DKO comparison (indicated FDR [Benjamini-Hochberg] <0.05 as calculated by DAVID 6.7 are listed). (**C**) qRT-PCR validation of eight epidermal differentiation complex (EDC) genes with increased expression in DKO samples, and down regulation of three genes including the AS-mediated non-sense mediated decay (AS-NMD) target, *Grhl1* (n = 3). **DOI:** http://dx.doi.org/10.7554/eLife.08954.021 10.7554/eLife.08954.022Figure 6—source data 1.DEG analysis in Esrp deficient epidermis.**DOI:** http://dx.doi.org/10.7554/eLife.08954.022 10.7554/eLife.08954.023Figure 6—source data 2.DAVID analysis of DEGs in DKO epidermis.**DOI:** http://dx.doi.org/10.7554/eLife.08954.023

The keratinization and epithelial cell differentiation/development classifications are associated with several families of genes that comprise the EDC (Patel et al., 2003; Kypriotou et al., 2012). In the DKO epidermis we saw up regulation of several EDC genes, including the *Sprr (1a, 1b, 2b, 2d, 2e, 2g, 2h), Lce (3b, 3c, 3f), S100 (a4, a6, a9), and Repetin (Rptn) and Cornelin (Crnn)* genes. 

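The EDC was taken as the genes between the outer ends of S100a1 and S100a10 on chromosome 3 (90511034 to 93564643, mm10). The table holds 92 genes there, and 78 were tested. Of these, 21 were called between DKO and WT, all higher in DKO. That is 26.9% of the region against 0.606% (102 of 16819) outside it (odds ratio 60.2, two-sided Fisher's exact test, p = 8.27e-28). Fisher's test treats genes as independent, which those of this region were not, and the paper had reported EDC genes from these same libraries. Its p-value therefore overstates the evidence. The odds ratio was lowest, at 14.5, with arrayWeights, was 23.0 when only DKO and WT were fitted, and lay between 37.2 and 82.2 with each library left out in turn. As a set, the region was higher in DKO by limma's camera with a preset correlation of 0.01 (p = 1.23e-08) and by fry (p = 0.0151), but not by camera with the correlation estimated from the libraries (0.40, p = 0.236). The rise was uneven over the region, where the median log2 fold change over the 78 genes was 0.14 and the mean 0.84, and this median lay at percentile 91.6 of 10000 random lists matched on mean expression. By family, 7 of 16 Sprr genes, 6 of 21 Lce genes, 3 of 13 S100 genes and 5 of 28 others were called, and the median of the others was -0.29.
Of the 15 EDC genes named by the paper, all were higher in both DKO than in both WT libraries, and 12 were called over all genes. All 15 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. The log2 fold changes of the called Sprr genes were 5.18 for Sprr2b, 5.09 for Sprr2g, 4.98 for Sprr2e, 3.27 for Sprr2d and 3.14 for Sprr1b, those of the Lce genes 4.94 for Lce3f and 3.32 for Lce3c, and those of S100a9 and S100a6 3.27 and 2.33. Lce3b was listed at 0 in every WT, KO and KH library and at 5.25 and 4.71 FPKM in DKO. Sprr and Lce genes are multigene families of similar sequence whose reads the mapping could have split or shared, so the value of each single member is uncertain. Rptn, which lies outside both families, rose from 14.1 ± 1.01 FPKM (SD, n = 2) in WT to 304 ± 23.3 (SD, n = 2) in DKO (log2 fold change 4.34, standard error 0.41, adjusted p = 0.00175 from limma with Benjamini-Hochberg adjustment), and Crnn from 2.96 ± 0.858 to 27.6 ± 10.0 FPKM (SD, n = 2 each). Sprr1a, S100a4 and Sprr2h had log2 fold changes of 2.91, 2.64 and 2.01 with adjusted p-values of 0.141, 0.208 and 0.133 from limma with Benjamini-Hochberg adjustment. Their calls depended on the setting, since all 3 passed when only DKO and WT were fitted or with arrayWeights, and Sprr2h also with TPM; over the settings that kept every library their adjusted p-values ranged from 0.00381 to 0.308. Without DKO replicate 1, DKO replicate 2 or WT replicate 2, the calls of Sprr1b, Sprr2d, Lce3c, S100a6, S100a9 and Crnn were lost, and 6 of the 12 were kept.

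**Figure D2:**
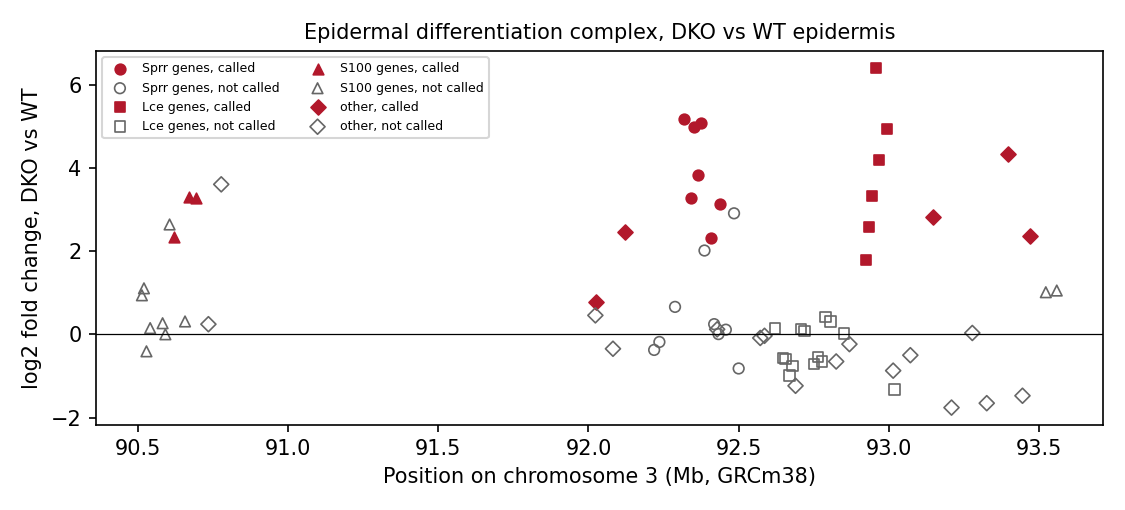
Log2 fold change between DKO and WT, on the log2(FPKM + 1) scale, of the tested EDC genes along chromosome 3 (GRCm38, in Mb); marker shapes are gene families by GENCODE M21 name, and filled markers are called genes. The called genes all lie above 0 and fall mainly into the Sprr and Lce3 clusters, while most Lce1 genes lie near or below 0.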

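Of the 41 keratin genes tested, 6 were called between DKO and WT and all were higher in DKO. Krt6b, Krt6a and Krt12 are given above, and Krt16 rose from 48.8 ± 9.87 to 525 ± 243 FPKM (SD, n = 2 each), with a log2 fold change of 3.33 and an adjusted p of 0.00222 from limma with Benjamini-Hochberg adjustment. Krt84 was low but separated, at 0.340 ± 0.160 FPKM (SD, n = 2) in WT and 4.12 ± 0.721 (SD, n = 2) in DKO (adjusted p = 0.00133 by limma). The sixth was Krt75, at 0.449 FPKM in DKO and 0.00816 in WT. Krt13, Krt2 and Krt34 had log2 fold changes of 2.51, 2.39 and 2.29 and adjusted p-values of 0.177, 0.0785 and 0.0982 from limma with Benjamini-Hochberg adjustment. Their DKO libraries differed widely, with 47.1 and 9.46 FPKM of Krt13, 13.9 and 3.76 of Krt2 and 14.3 and 3.65 of Krt34, and without DKO replicate 2 Krt2 and Krt34 passed the threshold (0.0111 and 0.0110). All 3 passed with arrayWeights, Krt2 and Krt34 also with TPM, and Krt2 with a pseudocount of 0.1. Over the settings that kept every library the adjusted p ranged from 0.0477 to 0.273 for Krt13, from 0.0198 to 0.168 for Krt2 and from 0.0235 to 0.196 for Krt34. Krt23 was lower in both DKO libraries (172 and 61.6 FPKM) than in WT (369 and 335 FPKM), a log2 fold change of -1.76 with an adjusted p of 0.304 by limma. Krt2, Krt6a, Krt6b, Krt12, Krt13, Krt16, Krt34 and Krt84 were higher in both DKO than in both WT libraries. With Krt23, which went the other way, all 9 had an adjusted p below 0.05 when adjusted over the list alone, a list that the study chose on these libraries.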

We also observed up regulation of epidermal differentiation associated genes including numerous *Keratins (2, 6a, 6b, 12, 13, 16, 23, 34, 84).* We confirmed increased expression of EDC genes (*Sprr2g*, *Sprr2e*, *S100a9*, *Rptn*, and *Crnn*) and *Keratins* (*Krt12*, *Krt6b*, *Krt2*) by real-time RT-PCR in DKO compared to WT epidermis. Reduced expression of *Grhl1*, *Krt77*, and *Skint4* was also confirmed by real-time RT-PCR (8/11 of tested genes, 73% validation) (Figure 6C). Up regulation of EDC genes as well as changes in other genes are often associated with mouse models harboring skin barrier defects, such as *Loricrin*, *Klf4*, and *Grhl3* KO mouse models (Segre et al., 1999; Koch et al., 2000; Yu et al., 2006). While the mechanism of up regulating EDC gene expression is not well understood, it is believed to be a compensatory response to stress or breakdown of the skin barrier function. 

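The genes with a regulated skipped exon, listed in Supplementary file 2 from these same libraries, offer a comparison between exon regulation and total transcript level. All 212 symbols were found, and 211 genes averaged at least 1 FPKM. None of the 211 was called between DKO and WT by limma, against 91 of 11986 other genes at that level (0.759%), a difference that Fisher's exact test did not separate from chance (two-sided p = 0.412); 40 of the 211 had an unadjusted p below 0.05, none passed when adjusted over the list alone, and the lowest adjusted p over all genes was 0.0598. With TPM scaling the odds ratio was 1.31 (p = 0.504 by Fisher's exact test), and the p-values over the settings that kept every library lay between 0.412 and 1. Thus no called EDC gene or keratin is among the genes with a regulated exon in this list. The median absolute log2 fold change of the 211 genes was 0.36, above the 0.31 that is the median of 10000 random lists matched on mean expression (percentile 98.2), and it lay at percentile 74.4 without DKO replicate 2, the lowest value with single libraries left out.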

Because very similar changes in gene expression are observed in *Esrp1/Esrp2* DKO epidermis as those in other mouse KO models associated with barrier defects, we believe these changes in EDC genes and *Keratins* are mostly an indirect effect of the Esrp KO, in contrast to the direct regulation of *Grhl1* by AS-NMD. However, it is possible that some of the changes in gene expression may be due to direct regulation by the Esrps at other post-transcriptional steps, such as mRNA stability or translation. These collective changes in gene expression suggest epithelial barrier dysfunction in the epidermis associated with the loss of the Esrps.

### Conditional KO of the Esrps in the epidermis result in skin barrier defects

The increase in EDC gene expression in the epidermis of DKO embryos suggested a possible defect in skin barrier function. However, as the *Esrp1/Esrp2* DKO mice are not viable at birth we were unable to analyze postnatal barrier defects in DKO mice. Therefore, we utilized a conditional KO approach using transgenic *Keratin14-Cre* (*Krt14-Cre*) mice (Andl et al., 2004). This *Krt14-Cre* transgene is first expressed at E11.5 in surface epithelium and maintains expression in basal layer keratinocytes of stratified epidermis (Zhang et al., 2008). Because basal keratinocytes undergo differentiation to give rise to all epithelial cells of the interfollicular epidermis, Krt14-Cre effectively induces KO in all epithelial cell layers of stratified epidermis. We generated control mice harboring at least one WT *Esrp1* allele (*Esrp1*^*flox/+*^*, Esrp2*^*−/−*^*, Krt14-Cre Tg− or Tg+*) and littermate Krt14-DKO (*Esrp1*^*flox/flox*^*, Esrp2*^*−/−*^*, Krt14-Cre Tg+*) mice. Krt14-DKO neonates were viable at birth (P0.5), however no Krt14-DKO pups with confirmed *Esrp1* KO survived to the following day (P1.5). While the early neonatal lethality in the Krt14-DKO mice precluded long term evaluation of barrier function, we were able to evaluate skin barrier function by means of a standard water loss assay, which measures the ability of a neonatal mouse epidermis to retain fluid and prevent dehydration by loss of water through the skin (Gladden et al., 2010). Litters of conditional KO neonates were isolated from their mother at P0, and weighed every 30 min for 5 hr. During the time-course control littermates lost weight at expected levels, but never exceeded ∼1.5% of total body weight, indicative of an intact epidermal barrier. However, Krt14-DKO pups lost significantly more weight (∼2.5–3% of total body weight) compared to littermate controls during the same time period (Figure 7E). The *Krt14-Cre* DKO mice that exhibited weight loss during the water loss assay also displayed skin phenotypes observed in other mouse KO models associated with skin barrier defects: thin red shinny skin with areas of dry flaky skin (Figure 7A) (Koch et al., 2000; Gladden et al., 2010).

**Figure 7.**
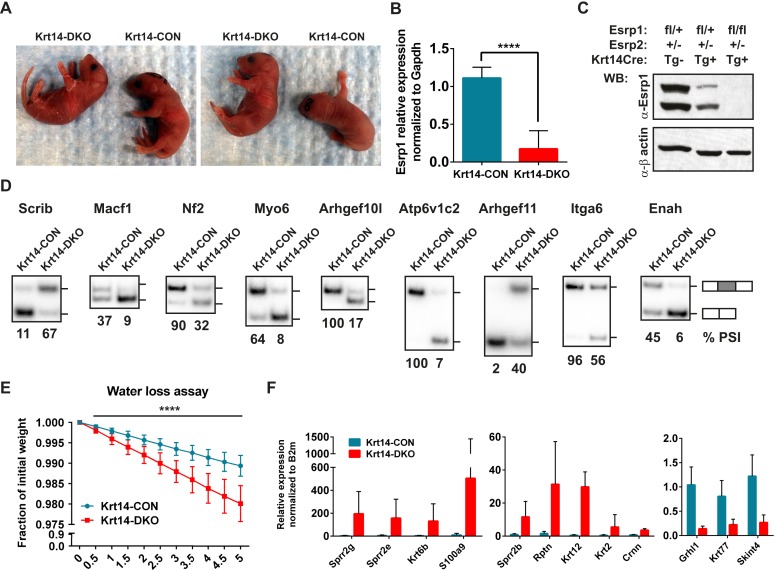
Conditional KO of the Esrps in the epidermis result in skin barrier defects. (**A**) Images of P0.5 Krt14-CON and Krt14-DKO pups, which present with dry flaky skin or red shinny skin. (**B**) qRT-PCR validation of Keratin14-Cre mediated KO of the floxed *Esrp1* targeted cassette in isolated Krt14-CON (n = 5) and Krt14-DKO (n = 6) epidermis. (**C**) Western validation of Esrp1 protein KO in Krt14-Cre mice harboring floxed *Esrp1* alleles (n = 2). (**D**) Hot RT-PCR gel images of Esrp SE targets, confirming Krt14-DKO epidermis have defects in Esrp-regulated splicing targets (n = 2). (**E**) Water loss assay for barrier defect in P0.5 pups. Fraction of initial weight is graphed over 5 hr in 30 min intervals. Multiple t-tests analysis indicate significant differences between the Krt14-CON (n = 16) and Krt14-DKO (n = 7) pups. (**F**) qRT-PCR validation of nine EDC genes identified with increased expression in DKO samples, and down regulation of three genes including the AS-NMD target, *Grhl1* (n = 4). **DOI:** http://dx.doi.org/10.7554/eLife.08954.024

To confirm the efficiency of *Esrp1* KO with the phenotype in our Krt14-DKO mice, we isolated total epidermis following the water loss assay. RNA from total epidermis was isolated and subject to real-time RT-PCR for *Esrp1* expression. We confirmed an average of ∼85% loss of *Esrp1* in our Krt14-DKO P0 pups compared to littermate controls (*Esrp1*^*flox/+*^*, Esrp2*^*−/−*^*, Krt14-Cre Tg−*) (Figure 7B). We also confirmed Esrp1 protein KO in isolated total epidermis at P0 by western (Figure 7C). We confirmed the conditional *Esrp1* KO was sufficient to mediate splicing changes in control compared to Krt14-DKO epidermis (Figure 7D). To determine if the Krt14-DKO also presented with the molecular signature for barrier defect observed in the DKO epidermis, we performed qRT-PCR for the EDC genes and *Keratins* tested in the DKO epidermis. Similar to the DKO epidermis we saw increased expression of the same EDC genes with the addition of *Sprr2b*, and we also confirmed reduced expression of *Grhl1*, *Krt77*, and *Skint4* (9/11 of tested genes, 82% validation) (Figure 7F). Therefore, the Krt14-DKO mice share the differential expression of EDC and *Keratin* genes, consistent with the observed skin barrier defect. Taken together these observations implicate the Esrps in the regulation of skin barrier function, a fundamental characteristic of epithelial cells in the epidermis. However, the maintenance of barrier function across epithelial cell layers is a fundamental property of epithelia in many organs throughout the body. Therefore, the Esrp-directed splicing network generates epithelial specific or enriched protein isoforms that are likely to be required for epithelial cell barrier function in epithelial cells throughout mammalian organisms.

## Discussion

This study represents the first in vivo analysis of the epithelial-specific splicing factors, Esrp1 and Esrp2 and the broad roles they play in epithelial cells in a multitude of organs. The numerous developmental defects we identified in these mice demonstrate an essential role for Esrp-regulated splicing in the development of many organ systems. Using germline KOs for *Esrp1* and *Esrp2* we demonstrate a requirement for Esrp1 during embryonic development and postnatal survival, with loss of both proteins manifesting the most severe phenotypes. To evaluate Esrp regulated splicing in the context of the development of a specific tissue we used the readily accessible epidermis as our model system. We uncovered variable sensitivity of AS events to loss of Esrp1 alone or in combination with loss of Esrp2, which were also enriched for Esrp binding motifs. Global changes in gene expression accompanying loss of the Esrps in the skin of the germline DKO mice revealed an epidermal barrier defect that was confirmed using conditional ablation of the Esrps in the epithelial cells that constitute the epidermis. Together, these observations provide strong evidence for the cell autonomous requirement of the Esrps in epidermal development and programs of epithelial-specific splicing in organogenesis and epithelial cell function.

The characterization of Esrp deficient embryos revealed striking defects in several organ systems. The primary and most readily apparent defect in mice with ablation of *Esrp1* alone was fully penetrant bilateral cleft lip and palate (CL/P). Orofacial defects are amongst the most common forms of birth defects but the causes of CL/P are heterogeneous, including syndromic and non-syndromic genetic disorders and environmental factors (Dixon et al., 2011). Importantly, whereas there are greater numbers of patients that have cleft lip with or without cleft palate (CL/P) compared to isolated cleft palate (Cleft Palate Only [CPO]), there are few mouse models for CL/P compared to CPO. The limited mouse models for CL/P include KO models for genes regulating signaling and transcription (Juriloff and Harris, 2008). Therefore, the Esrp KO mouse is a unique model that can be used to further evaluate the role of epithelial-specific splicing regulation in lip and palate formation. Based on previous evidence that cell or tissue-specific splicing factors regulate biologically coherent sets of targets genes in the cells that express them, further determination of epithelial specific splice variants could provide molecular insights into novel genes underlying the pathogenesis of CL/P. The orofacial defects were more severe in mice with combined loss of Esrp2. Similarly, mice deficient for Esrp1 and Esrp2 exhibit progressively more severe phenotypes in other organs and tissues, including forelimb, salivary gland, lung, and skin. The functional redundancy of the Esrps during development is consistent with our in vitro observations at the level of AS. Therefore, the progression of phenotypes could be due to the degree of change in AS mediated by loss of Esrp1 alone or in combination with Esrp2.

To evaluate the potential for Esrp1 and Esrp2 co-regulation of AS, we used the epidermis as our model system to identify the global Esrp regulated splicing program in vivo. We illustrated the possible biological impact of varied sensitivity of Esrp targets by highlighting the splicing of exons *-IIIb* and *-IIIc* in the *Fgfr* family of receptors. This splicing event regulates ligand binding specificity and the Fgf signaling axis is a crucial signaling pathway utilized during development in a multitude of organ systems. It is of note that despite the fact that the Esrps are required for expression of Fgfr2-IIIb, *Esrp* DKO embryos do not fully phenocopy the defects previously seen in *Fgfr2-IIIb* KO mice. This is most evident in the craniofacial and limb defects, where KO of *Esrp1* alone results in bilateral cleft lip and palate and DKO embryos have forelimb defects, whereas *Fgfr2-IIIb* KO mice exhibit CPO and absence of both forelimbs and hindlimbs (De Moerlooze et al., 2000; Rice et al., 2004). Part of this discrepancy can likely be accounted for by differences in the manner in which *Fgfr2* splicing is altered in each model. In our mice, there is a switch in splicing from exon IIIb to IIIc in *Esrp* DKO mice that would still encode a functional receptor, albeit one with altered ligand binding specificities. In contrast, the deletion of exon IIIb in *Fgfr2-IIIb* KO mice does not result in default splicing to exon IIIc in epithelial cells, but instead results primarily in skipping of both exons IIIb and IIIc, thereby inactivating *Fgfr2* expression altogether in epithelial cells, but retaining Fgfr2-IIIc in mesenchymal cells. Hence in some contexts, autocrine or paracrine functions of Fgf ligands for Fgfr2-IIIc may compensate for the switch in *Fgfr2* splicing, but not in others. For example, ablation of Fgfr2-IIIb and its mesenchymal derived ligand Fgf10, result in failure to form lungs and submandibular (salivary) glands, indicating that the switch in Fgfr2 isoforms in *Esrp* DKO mice may be sufficient to phenocopy these defects, but not others. However, it must also be emphasized that Esrp ablation also induces global changes in AS that surely contribute to the phenotypes we observe, including those, such as cleft lip, that were not identified in Fgfr2-IIIb KO mice. In the epidermis, we suspect that alterations in Fgf receptor splicing and Fgf signaling contribute to the phenotypes we observed since epidermal hypoplasia was observed in both Fgfr2-IIIb and *Esrp1/Esrp2* DKO skin. However, conditional KO of Fgfr2-IIIb as well as combined KO of Fgfr2 and Fgfr1-IIIb in the epidermis is not lethal unlike the post-natal lethality we observe when *Esrp1* and *Esrp2* are conditionally ablated in epidermis. While skin from mice with epidermal-specific ablation of *Fgfr2-IIIb* or *Fgfr2/Fgfr1-IIIb* exhibits some inflammation and/or a later onset barrier defect in adult skin, these mice survive for at least several months post-natally. These observations, combined with the fact that *Esrp1/Esrp2* ablation in the epidermis is associated with an isoform switch rather than complete loss of function of Fgfr1 and Fgfr2 receptor proteins, strongly suggest that splicing changes in additional Esrp target transcripts are required for the lethal barrier defect we observe. Therefore, the challenge for future studies will be to identify the individual or combined splicing events that underlie the observed phenotypes in the skin as well as other tissues and organs.

In many of the Esrp targets we identified large ‘switch-like’ changes in AS with the loss of the Esrps. These changes would lead to an altered proteomic landscape by the loss or introduction of different protein isoforms. For example, *Fgfr2* undergoes a full switch from *-IIIb* to *-IIIc*, thus entirely swapping one isoform for its alternative isoform. We also observed cases where the loss of the Esrps resulted in the loss of an isoform or the inverse where a new isoform was introduced (e.g.,: Fgfrs, Enah, Arhgef11, Itga6, Macf1, Nf2, etc). These changes in protein isoforms likely underlie the observed phenotypes in the Esrp deficient mice. The variable sensitivity of AS events to the loss of Esrp1 vs combined loss of Esrp1 and Esrp2 was not restricted to a handful of Esrp targets, but rather was observed in the global splicing analysis in the epidermis. The fact that Esrp2 can only partially compensate for loss of Esrp1 in the epidermis, despite retaining high expression in Esrp1 KO mice, indicates that this differential sensitivity partly reflects reduced splicing activity of Esrp2 compared to Esrp1. It is important to emphasize that the levels of both *Esrp1* and *Esrp2* expression are high in the epidermis (Average FPKM: Esrp1 130, Esrp2 127), which in turn could impart greater functional redundancy in the epidermis. However, not all epithelial cells express *Esrp1* or *Esrp2* as highly as in the skin and most epithelial cells express less *Esrp2* relative to *Esrp1* (Su et al., 2002). 

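In the WT libraries the average was 130.5 ± 16.2 FPKM (SD, n = 2) for Esrp1 and 127 ± 12.5 FPKM (SD, n = 2) for Esrp2. The difference between the genes was smaller than the spread between the libraries of either one. Under other scalings of the same values the WT averages ranged from 125 to 148 FPKM for Esrp1 and from 122 to 144 for Esrp2. In KO epidermis Esrp2 averaged 102.5 ± 24.7 FPKM (SD, n = 3), which is 80.7% of WT, a log2 fold change of -0.33 (standard error 0.34, adjusted p = 0.861 from limma with Benjamini-Hochberg adjustment) that lies within the spread of the libraries. In KH it averaged 64.0 ± 36.0 FPKM (SD, n = 2), 50.4% of WT.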

The differences in phenotypes observed in the *Esrp1* KO and *Esrp1/Esrp2* DKO may therefore reflect splicing alteration in specific transcripts for which Esrp2 cannot fully compensate for loss of Esrp1 and/or be reflective of differences in Esrp2 levels in different epithelia.

To determine a potential mechanism underlying the varied AS sensitivity we mapped Esrp RNA binding motifs for the SE cassette exons using the GU-rich sequences identified by SELEX-Seq (Dittmar et al., 2012). The SE events identified from the KO epidermis were enriched for Esrp binding motifs in the upstream intron and exon body of silenced exons, and within the downstream intron of enhanced exons proximal to the 5′ splice site. This RNA binding map is consistent with strong repression and enhancement, respectively. This motif enrichment pattern is most strikingly observed in the KO dataset, as the exon body enrichment is reduced/lost in the KH and DKO samples. This describes a potential mechanism in which the *Esrp1* KO sensitive AS events require more Esrp binding sites for maintenance of the Esrp-directed splicing pattern. In the absence of Esrp1 expression, Esrp2 is not sufficient to drive AS regulation or to block the activity of other splicing factors that promote the opposite pattern of splicing. Despite the absence of major changes in gene expression of other splicing factors, it is likely that other splicing factors contribute to the regulation of Esrp AS targets. 

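Over the tested splicing factors as a whole, the median absolute log2 fold change between DKO and WT was 0.25 and the median signed change 0.13, with 135 of the 202 higher in DKO. These changes followed transcript length (Spearman's rho across 188 genes -0.50, and -0.19 after the length correction). The tally of higher factors therefore cannot be told apart from transcript length bias.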

RBFOX2 has been shown to co-regulate ESRP AS events, including those associated with EMT, despite only small changes in RBFOX2 expression in EMT (Dittmar et al., 2012). Similarly the ubiquitously expressed hnRNPM was shown to regulate splicing of *CD44* during EMT, but only in conjunction with down regulation of the Esrps (Xu et al., 2014).

The Esrps direct a program of AS that is highly conserved between human and mouse and enriched in biologically coherent pathways involved in epithelial cell biology and function. The Esrps are also highly conserved in the three RRMs in the orthologous Fusilli in fruit flies (*Drosophila melanogaster*) and Sym-2 in round worm (*Caenorhabditis elegans*). We have shown that Fusilli is partially functional in directing ESRP splicing events when transfected in human cells lacking the ESRPs, indicating clear conservation of function (Warzecha et al., 2009a). The expression of Fusilli is also epithelial-specific and both Fusilli and Sym-2 have been shown to function as a regulator of endogenous AS in *Drosophila* cells and *C. elegans*, respectively (Wakabayashi-Ito et al., 2001; Barberan-Soler and Zahler, 2008) (unpublished data). In *Drosophila*, Fusilli homozygous mutation was lethal, indicating that Esrp and Fusilli are both essential splicing factors despite substantial phylogenetic distance between mammals and flies. Although the genomic architecture of fly and worm genes differ greatly from higher eukaryotes, precluding direct comparison of splicing events, it will be interesting to further explore whether these evolutionarily conserved orthologues of the Esrps also regulate programs of splicing that function in similar processes and pathways.

The epidermis served as a model to evaluate epithelial cell function, as the skin serves as the primary defense to the external environment as well as maintaining fluid homeostasis. The increase in EDC gene expression in the DKO epidermis is likely an indirect effect of the loss of the Esrps, but in turn it implicates Esrp regulated splicing in the maintenance of epithelial cell function necessary for barrier function in vivo. For example, we confirmed the differential splicing of several genes that have been evaluated in KO mice for skin barrier function and maturation of cellular junctions. *Nf2* (*Merlin*) exhibited a ‘switch-like’ change in AS in the DKO epidermis, transitioning from nearly full inclusion to full skipping (Figure 4B). Similar to our Krt14-DKO mice, conditional ablation of *Nf2* using Krt14-Cre resulted in mice with dry, flaky skin, and epidermal barrier defects as measured by water loss assay. Biochemical evaluation identified Nf2 as an interaction partner with the adherens junction (AJ) and Par3 necessary for the maturation of AJ to mature TJs (Gladden et al., 2010). While this analysis was performed in complete KO of *Nf2*, evaluating the isoform specific functions of Nf2 under regulation by the Esrps could provide further insight into the maturation of junctional complexes required for epithelial cells and barrier function. The Esrps directly regulate the levels of *Grhl1* by promoting exon 5 inclusion and preventing transcript degradation by NMD. Mice lacking Grhl1 have reduced expression of desmosomal cadherins resulting in mild anchoring defects of hair follicles in the skin (Wilanowski et al., 2008). Epidermal barrier defects by way of epidermal hyperplasia and inflammatory cell infiltration were observed in adult mice lacking Grhl1 (Mlacki et al., 2014). *Cd44* has a complex pattern of splicing in which the variable region encoded by 10 exons is included in epithelial cells, and skipping of these exons is observed in non-epithelial cells. Mice lacking Cd44, which in the case of the epidermis is the Esrp regulated epithelial form Cd44v, have delays in outside-in barrier formation during embryonic development and barrier formation measured in cultured keratinocytes (Kirschner et al., 2011). These examples of Esrp splicing targets involved in skin barrier function highlight the roles of the Esrps in regulating known genes involved in this process. Defects in epithelial barrier function are associated with human disorders in multiple organs including atopic dermatitis, allergen response in respiratory tracts, and gastrointestinal inflammation (Segre, 2006). We predict that numerous Esrp-regulated targets will also be shown to play roles in epithelial barrier function in the skin and other epithelial populations. Thus, the *Esrp* DKO mice can be used to evaluate isoform-specific functions of known barrier genes, as well as identify novel genes involved in the maintenance of epithelial barrier function via functions of epithelial specific protein isoforms.

The KO of the Esrp proteins in mice provides the first evidence for a requirement for these cell-type-specific splicing factors in embryonic development and epithelial cell functions. The identification of the Esrp regulated splicing program provides numerous examples of genes that merit further investigation into their developmental functions and contribution to human diseases such as CL/P and diseases associated with epithelial barrier defects. A challenge for future studies will be to functionally dissect the molecular mechanisms by which some of these isoform-specific activities are involved in maintenance not only of epithelial barriers, but also in mediating epithelial-mesenchymal crosstalk during development and maintaining other properties of epithelial cells. The compilation of Esrp regulated in vivo splicing targets in tissue-specific epithelial populations will provide further insights into the posttranscriptional splicing networks in epithelial cells at play during development and organogenesis of various tissues.

## Materials and methods

### Generation of Esrp KO mice

The targeting vector for *Esrp1* was designed in collaboration with the Penn Gene Targeting Core (Figure 1—figure supplement 2A). The vector features a loxP site in intron 6 upstream of exon 7, a neomycin selection cassette flanked by FRT sites in intron 9 followed by a loxP site. The targeting vector was electroporated into V6.5, hybrid C57BL6/129Sv, mouse ES cells and neomycin resistant clones were isolated. Genomic DNA was prepared from the ES clones and used for screening by PCR and Southern blot using standard techniques. For Southern blot analysis genomic DNA was digested with RE ScaI for 5′ probe B or HpaI for 3′ probe C, gel electrophoresed and transferred to nitrocellulose membranes. Membranes were probed using 32-P-dCTP labeled probes targeting intron 4 (5′ end) or intron 11 (3′ end) outside of the arms of homology. Clone 1D1 was selected (Figure 1—figure supplement 2B), and injected into Balb/c blastocysts and implanted in pseudo-pregnant females. 21 total chimeras were generated, from which males were crossed to C57BL/6J females. Germline transmission was confirmed by PCR and Southern blot as described above. The resulting germline mice served as the basis for both the conditional and KO alleles. The conditional allele was generated by crossing of male #114, from chimera 1.9, to B6(C3)-Tg(Pgk1-FLPo)10Sykr/J females to remove the neomycin cassette. Offspring were screened for removal of the neomycin cassette by PCR analysis. Heterozygous *Esrp1*^*flox/+*^ mice were crossed to generate homozygous *Esrp1*^*flox/flox*^ conditional mice, with no apparent phenotype, and to maintain the line. The Esrp1 KO allele for ubiquitous ablation of Esrp1 was generated by crossing of male #31, from chimera 1.10, to C57BL/6-Tg(Zp3-cre)93Knw/J females. Resulting offspring were screened by PCR and DNA sequencing for Cre-mediated recombination resulting in the complete deletion of neomycin cassette and the genomic region encoding exons 7–9. *Esrp1*^*+/−*^ heterozygotes were crossed to generate homozygous *Esrp1*^*−/−*^ KO mice and line maintenance.

The Esrp2 KO allele was generated as part of the KOMP and purchased from Velocigene (C57BL/6N-Esrp2tml(KOMP)^vlcg^). The Esrp2 gene locus was replaced by a LacZ and floxed neomycin selection cassette. LacZ expression would be placed under the Esrp2 promoter, while the neomycin expression is driven by the human ubiquitin C promoter. The C57BL6 derived *Esrp2* KO ES clone, AG3, was injected in to Balb/c blastocyctes. 14 total chimeras were generated and male chimeras were crossed to C57BL/6J females. Germline transmission was confirmed by PCR. Heterozygous *Esrp2*^*+/−*^ mice were crossed to generate *Esrp2*^*−/−*^ KO mice, which present with no overt phenotype.

### In situ hybridization

Embryonic and adult in situ hybridization analysis of *Esrp2* was performed by Phylogeny (Columbus, Ohio) as previously described for *Esrp1* in Warzecha et al. (2009a). Primers to generate the 675 bp probe to *Esrp2* were (forward) 5′-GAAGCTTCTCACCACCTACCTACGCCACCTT-3′ and (reverse) 5′-GGAATTCAGCAGCCCTATCACATCTCCAG-3′. PCR products were cloned into the pDP19 vector (Ambion) for in vitro transcription. For *Esrp1* in situ analysis dorsal skin was removed from P0 embryos following euthanasia and fixed for 4 hr in 4% paraformaldehyde then washed in PBS. Skin samples were cryoprotected overnight in 30% sucrose/PBS then snap frozen in OCT embedding compound (Sakura Finetek Torrence, CA). Frozen skin was sectioned at 20 μm and hybridized with digoxigenin-UTP-labeled riboprobes against *Esrp1* (Warzecha et al., 2009a). In situ hybridization was performed as previously described (Nissim et al., 2007).

### Mouse crosses

*Esrp1* and *Esrp2* ubiquitous KO embryos for phenotype and molecular analysis were generated by three crossing schemes: *Esrp1*^*+/−*^, Esrp2^+/+^ to *Esrp1*^*+/−*^, Esrp2^+/+^ mice for *Esrp1*^*−/−*^, Esrp2^+/+^ (E1 KO, KO) mice; *Esrp1*^*+/−*^, Esrp2^+/+^ to *Esrp1*^*+/−*^, *Esrp2*^*−/−*^ mice for *Esrp1*^*−/−*^*, Esrp2*^*+/−*^ (KO/Het, KH) mice; and *Esrp1*^*+/−*^*, Esrp2*^*−/−*^ to *Esrp1*^*+/−*^*, Esrp2*^*−/−*^ mice for *Esrp1*^*−/−*^*, Esrp2*^*−/−*^ (DKO) mice. Control litter mates have at least one wild-type allele of *Esrp1*. Timed matings were performed as per standard procedures. Pregnant dames were CO2 euthanized, and embryos were isolated and euthanized by decapitation or cryoeuthanasia where whole intact embryos were needed for histology. *Krt14-Cre* mice (Andl et al., 2004) provided by Dr Sarah Millar were crossed to *Esrp1*^*flox/flox*^*, Esrp2*^*−/−*^ mice to generate breeder males, *Esrp1*^*flox/+*^*, Esrp2*^*−/−*^*, Krt14-Cre Tg+*. The breeder males were then crossed to *Esrp1*^*flox/flox*^*, Esrp2*^*−/−*^ to generate the Krt14-DKO mice, *Esrp1*^*flox/flox*^*, Esrp2*^*−/−*^*, Krt14-Cre Tg+*. All animal procedures and experiments were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Pennsylvania.

### Histological and gross morphology analysis of Esrp KO mice

Whole embryos or isolated tissues were fixed in 4% Paraformaldehyde overnight at 4°C, followed by PBS washes and transfer to 70% ethanol for processing and paraffin embedding for sectioning. H&E stains were performed for gross histological analysis. Measurements of skin for epidermal thickness, hair foillicle number and follicle stage were performed using an Olympus BX43 and CellSens software. E18.5 embryos were isolated weighed, measured from crown to rump, and photographed. One-way-ANOVA multiple comparisons analysis was performed, adjusted p-values for multiple comparisons (*) p < 0.05, (**) p < 0.01, (***) p < 0.001, (****) p < 0.0001.

### Bone and cartilage stains

Alcian Blue/Alizarin Red staining of bone and cartilage was performed as in Ovchinnikov (2009) with minor modifications. Briefly, euthanized embryos were placed in tap water overnight at 4°C. Embryos were placed in 70°C water for 20–30 s allowing easy removal of skin. Visceral organs were removed and the embryos were placed in 95% ethanol for 5 days, acetone for 2–4 days, then in staining solution (1/20–0.3% Alcian Blue 8GS in 70% ethanol, 1/20–0.1% alizarin red S in 70% ethanol, 1/20- glacial acetic acid, 17/20 70% ethanol) for 3–4 days. Embryos were cleared in 1% KOH followed by 20%, 50%, and 80% glycerol in 1% KOH. Stained embryos were stored in 100% glycerol and imaged using an inverted Olympus dissecting microscope.

### Water loss assay

The water loss assay was performed as in Gladden et al. (2010), with minor modifications. In short, P0 pups were removed from their cage and maintained at 39°C to approximate maternal thermal regulation. Pups were numbered and weighted at time zero and every 30 min thereafter for 5 hr. Pups were then euthanized to isolate epidermis to confirm KO efficiency and molecular analysis (see ‘Isolation of epidermis for RNA and protein analysis’).

### Isolation of epidermis for RNA and protein analysis

E18.5 embryos were isolated and cryoeuthanized on ice for 20 min, P0 Krt14 pups were CO_2_ euthanized then cryoeuthanized on ice for 20 min. Embryos were processed through two 70% washes and two washes in HBSS + Penicillin/Streptomycin (P/S) for 2 min each. Head, limbs, and tail were removed followed by incision along the dorsal A/P midline. Trunk skin was removed and floated dermis side down on 0.25% trypsin/HBSS at 4°C for 16–18 hr. Epidermis and dermis were manually separated using forceps, rinsed in 10% FBS/HBSS then in HBSS + P/S and snap frozen on liquid nitrogen. Epidermis was lysed for RNA isolation in Trizol (Invitrogen, Carlsbad, CA) and resuspended in 10 mM Tris pH 8.0. Protein was isolated in RIPA buffer (Santa Cruz, Dallas, TX).

### RT-PCR and real-time RT-PCR

For synthesis of cDNA 1ug of total epidermal RNA was used for epidermal samples using random hexamer primed M-MLV reverse transcriptase (Promega, Madison, WI). Real-time analysis of Esrp expression was evaluated using Taqman probes for Esrp1 (Mm01220936_g1), Esrp2 (Mm00616290_m1), and Gapdh (Mm99999915_g1) (LifeTechnologies) using a 7500 Fast Realtime machine (AppliedBiosystems). Semi-quantitative radioactive RT-PCR products were separated on 5% PAGE gels, dried and exposed on phosphorscreens, scanned on a Typhoon FLA 9500. Semi-quantitative RT-PCRs for *Exoc1*, *Golga2*, and *Stx2* were separated on 2.5% agarose gels, stained with ethidium bromide, and scanned on a Typhoon FLA 9500. PCR products were quantified using ImageQuant TL, version 7.0. Splicing ratios are represented as PSI for cassette exons and were normalized to RT-PCR product size. Quantification of exon IIIb and IIIc for *Fgfr1*, *Fgfr2*, and *Fgfr3* required restriction enzyme specific to discriminate the two isoforms. *Fgfr2* PCR products were digested with AvaI (IIIb) or HincII (IIIc). *Fgfr1* products were digested with BstXI (IIIb) and HincII (IIIc). *Fgfr3* products were digested with StuI (IIIb) and PstI (IIIc) (all restriction digestions were performed according to NEB guidelines at 5 U/digestion). Primer sequences are listed in Supplementary file 3. Graphical representation of PSI for IIIb inclusion were calculated as the ratio of IIIb/(IIIb + IIIc).

### Western blot and immunofluorescence

Protein lysate from total epidermis was used for detection of Esrp1 and Esrp2. 10 μg of protein lysate was separated on Bis-Tris 4–20% Gradient SDS-PAGE gels (Invitrogen) and transferred to nitrocellulose membranes. Membranes were blocked in 5% Non-fat Milk in PBST then incubated overnight at 4°C in primary antibody using mouse monoclonal antibody to Esrp1 and Esrp2, 23A7, at 1:1000 dilution (Rockland Immunochemicals). Sheep anti-mIgG:HRP at 1:2500 (GE Healthcare) and ECL detection (Inivtrogen) by chemiluminescence. Loading control using anti-Beta Actin M2 (Sigma) at 1:10,000 and sheep anti-mIgG:HRP at 1:10,000 dilution. 7 μm sections from paraffin embedded dorsal skin was dewaxed and rehydrated according to traditional proceedures, and antigen retrieval was performed using antigen unmasking solution (Vector Laboratories). Primary antibodies for Keratin14 (AF 64) (Covance, Princeton, NJ), Keratin10 (Covance), Loricrin (AF 62) (Covance), FIaggrin (Covance), p63 (4A4) (Santa Cruz), β-catenin (15B8) (Sigma, St. Louis, MO), and Lef-1 (C18A7) (Cell Signalling) were used at 4° overnight, followed by fluorescent secondary antibodies Goat-anti-rIgG AlexaFlour 488 or Goat-anti-mIgG F(ab′)2 594 (Invitrogen). Images were taken using an Olympus BX43.

### RNA sequencing and data analysis

Total RNA from individual E18.5 mouse embryo skins were used for 2–3 independent biological replicates for each genotype. Each RNA sample (1 μg) was used for poly A selected RNA-seq library preparation using the TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, San Diego, CA). Biological replicates were individually barcoded, pooled, and split over 2 lanes of a HiSeq 2000 for 100 × 2 bp paired-end RNA-seq at the Penn Next Generation Sequencing Core (NGSC) Facility. The RNA-seq data has been deposited into the NCBI Gene Expression Omnibus under the accession number GSE64357. We mapped RNA-seq reads to the mouse genome (mm10) and transcriptome (Ensembl, release 72) using the software TopHat (v1.4.1) allowing up to 3 bp mismatches per read and up to 2 bp mismatches per 25 bp seed. We used Cuffdiff (v2.2.0) (Trapnell et al., 2010) to calculate RNA-seq based gene expression levels using the FPKM metric (fragments per kilobase of exon per million fragments mapped) then identified differential gene expression between the two cell types at FDR < 5%, >twofold difference in gene expression based on average FPKM, and minFPKM > 0.1. To identify differential AS events between the WT and three knockouts (KO, KH, and DKO), we used rMATS v3.0.8 (http://rnaseq-mats.sourceforge.net) to identify differential AS events from strand-specific RNA-seq data corresponding to all five basic types of AS patterns (see the entire list in Figure 4—source data 1). Briefly, rMATS uses a modified version of the generalized linear mixed model to detect differential AS from RNA-seq data with replicates (Shen et al., 2014). It accounts for exon-specific sequencing coverage in individual samples as well as variation in exon splicing levels among replicates. For each AS event, we used both the reads mapped to the splice junctions and the reads mapped to the exon body as the input for rMATS. Each KO group was compared to the WT group to identify differentially spliced events with an associated change in PSI (ΔPSI or Δψ) of these events. To compute p-values and FDRs of splicing events with |Δψ| > 0.01% cutoff, we ran rMATS using -c 0.0001 parameter. The splicing events in Figure 4—source data 1 summarize detected events with an FDR < 5% and |Δψ| ≥ 5%.

### Motif enrichment analysis

We sought to identify binding sites of splicing factors and other RBPs that were significantly enriched in differential exon skipping events between two genetic groups as compared to control (non-regulated) alternative exons. These SE datasets were comprised of 68 (32 enhanced, 36 silenced) in KO, 97 (54 enhanced, 43 silenced) in KH, and 214 (119 enhanced, 95 silenced) in DKO epidermis. We collected 115 known binding sites of RBPs including many well-characterized splicing factors from the literature (Ule et al., 2003; Anderson et al., 2012; Dittmar et al., 2012; Ray et al., 2013; Vanharanta et al., 2014). For each motif, we scanned for motif occurrences separately in exons or their 250 bp upstream or downstream intronic sequences. For intronic sequences, we excluded the 20 bp sequence within the 3′ splice site and the 6 bp sequence within the 5′ splice site. Alternative exons without splicing changes (rMATS FDR > 50%, maxPSI > 15%, minPSI < 85%) in highly expressed genes (average FPKM > 5.0 in at least one genetic group) were treated as control exons. For each motif, after we counted the number of occurrences in the differentially spliced exons and the control exons, we calculated p-value for motif enrichment via Fisher's exact test (right-sided) and used Benjamini-Hochberg FDR correction to adjust for multiple testing for exons, upstream intronic sequences, and downstream intronic sequences separately. A motif can be counted multiple times in a given sequence (by-NT) or a motif can only be counted zero or one time in a given sequence (by-Sequence). We conducted both approaches and identified enriched motifs at FDR(by-NT) < 5% and p-value(by-Sequence) < 0.01.

### RNA map analysis

We used the top 12 GU-rich Esrp binding sites previously identified by the SELEX-Seq (Dittmar et al., 2012) to identify the RNA binding map of the Esrps for the differential SE events between two genetic groups as compared to control alternative exons. We assigned motif scores based on the overall percentage of nucleotides covered by any of 12 Esrp binding sites within a 50-nt window. We slid this window by 1-nt across the exon body and 250 nt of upstream and downstream intron as well as the upstream and downstream exons.

# Supplementary material for: The splicing regulators Esrp1 and Esrp2 direct an epithelial splicing program essential for mammalian development
**Source:** eLife. 2015 Sep 15;4:e08954. doi: 10.7554/eLife.08954
**Supplement:** Figure 4—source data 2. — DOI: http://dx.doi.org/10.7554/eLife.08954.013

| Supplementary file 2: RNAseq and RT-PCR validated SE Splicing events | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Gene Symbol | **Mm10**  **Chromosome location** | **RNAseq**  **WT PSI** | **RNAseq**  **DKO PSI** | **ΔPSI**  **(DKO-WT)** | **RT-PCR**  **WT PSI** | **RT-PCR**  **DKO PSI** | **ΔPSI**  **(DKO-WT)** |
| Esrp Enhanced SE Events | | | | | | | |
| Map3k7 | chr4(+): 31994873-31994954 | 72.10 | 34.45 | -37.65 | 69.29 | 52.29 | -16.99 |
| Ralgps2 | chr1(-): 156821386-156821464 | 76.70 | 10.40 | -66.30 | 58.43 | 4.32 | -54.11 |
| Lef1 | chr3(+): 131191022-131191106 | 93.80 | 67.25 | -26.55 | 96.47 | 80.94 | -15.53 |
| Mllt4 | chr17(+): 13848354-13848375 | 97.00 | 71.25 | -25.75 | 99.43 | 88.92 | -10.51 |
| Enah | chr1(-): 181,911,597-181,911,659 | N/D | N/D | N/D | 53.98 | 0.07 | -53.91 |
| Numb | chr12(-): 83797196-83797343 | N/D | N/D | N/D | 35.97 | 5.86 | -30.11 |
| Nf2 | chr11(-): 4780577-4780622 | 92.50 | 9.35 | -83.15 | 95.24 | 11.33 | -83.91 |
| Epb4.1 | chr4(-): 131937014-131937464 | 93.25 | 9.50 | -83.75 | 59.50 | 9.02 | -50.48 |
| Myo6 | chr9(+): 80303272-80303299 | 91.50 | 4.95 | -86.55 | 93.35 | 3.06 | -90.29 |
| Fnbp1 | chr2(-): 31044881-31044896 | 58.30 | 2.65 | -55.65 | 39.26 | 1.10 | -38.16 |
| Ptprf | chr4(-): 118227818-118227845 | 70.40 | 0.00 | -70.40 | 82.35 | 0.01 | -82.34 |
| Macf1 | chr4(-): 123364056-123364074 | 86.25 | 7.10 | -79.15 | 79.38 | 3.53 | -75.85 |
| Itga6 | chr2(+): 71853533-71853663 | 95.10 | 56.10 | -39.00 | 95.42 | 56.07 | -39.35 |
| Rap1gap | chr4(+): 137723745-137723823 | N/D | N/D | N/D | 17.96 | 1.13 | -16.83 |
| Atp6v1c2 | chr12(-): 17288995-17289133 | 99.40 | 3.55 | -95.85 | 98.51 | 1.26 | -97.25 |
| Uap1 | chr1(-): 170147995-170148046 | 80.85 | 20.90 | -59.95 | 77.22 | 19.75 | -57.47 |
| Arhgef10l | chr4(-): 140568755-140568770 | 98.20 | 5.50 | -92.70 | 99.99 | 6.26 | -93.73 |
| Grhl1 | chr12(+): 24582884-24582961 | 100.00 | 19.50 | -80.50 | 99.04 | 13.64 | -85.40 |
| Esrp Silenced SE Events | | | | | | | |
| Fam213b | chr4(-): 154897348-154897424 | 74.90 | 99.65 | 24.75 | 66.07 | 99.99 | 33.92 |
| Tor2a | chr2(+): 32759526-32759702 | 73.65 | 98.70 | 25.05 | 70.98 | 99.99 | 29.01 |
| Timm17b | chrX(+): 7900960-7901060 | 52.00 | 99.45 | 47.45 | 28.53 | 99.80 | 71.27 |
| Arhgef11 | chr3(+): 87734423-87734552 | 7.85 | 74.40 | 66.55 | 0.70 | 54.73 | 54.04 |
| Scrib | chr15(-): 76061738-76061801 | 17.10 | 94.80 | 77.70 | 17.95 | 96.36 | 78.41 |
| Plekha1 | chr7(+): 130909587-130909628 | 13.25 | 82.50 | 69.25 | 2.68 | 68.94 | 66.26 |
| Lsm14b | chr2 (+): 180031793-180031871 | 14.25 | 97.75 | 83.50 | 11.70 | 97.69 | 85.99 |
| Arhgap17 | chr7(-):123294471-123294705 | 11.40 | 68.40 | 57.00 | 1.22 | 30.87 | 29.65 |
| Akap9 | chr5(+): 4004802-4004943 | 16.60 | 59.85 | 43.25 | 5.42 | 34.52 | 29.10 |
| Myo1b | chr1(-): 51766821-51766908 | 17.15 | 85.45 | 68.30 | 4.62 | 86.59 | 81.97 |
| N/D: Not detected by Epidermis RNAseq | | | | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

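RNA was sequenced by the authors from the skins of individual E18.5 mouse embryos, in 9 libraries of 4 genotypes (WT 2, KO 3, KH 2 and DKO 2). The libraries were mapped to their genotypes by the sample labels. The authors mapped paired reads with TopHat v1.4.1 to mm10 and the Ensembl release 72 transcriptome and estimated FPKM for each gene with Cuffdiff v2.2.0; the options that Cuffdiff used to scale libraries against each other are not known. The table holds 38203 genes, and all columns of single libraries were used. In 4 genes the mean column differed from the mean of the libraries by more than 0.1%, and means were computed here from the libraries. The values are not read counts, so no counting interval could be given; the depth stated in Supplementary file 1 totals 561499075 read pairs, of which 441964545 were mapped.

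Genes with an average FPKM above 0.1 in at least 1 genotype were analysed on the scale of log2(FPKM + 1), without further scaling between libraries. The 9 libraries were fitted together with limma 3.58.1 in R 4.3.3, with 4 genotype means, an intensity trend in eBayes and no covariate. The 6 pairwise comparisons were adjusted by the Benjamini-Hochberg method, each over all tested genes, and a gene was called at an adjusted p below 0.05 with more than a 2-fold difference in average FPKM, as in the paper. Splicing factors were the 212 genes of Figure 5—source data 1, and a ratio of at least 1.5 in average FPKM counted as a change where at least 1 of the 2 genotypes averaged above 0.1 FPKM. The EDC was tested with a two-sided Fisher's exact test, with limma's camera at a preset correlation of 0.01 and at an estimated correlation, and with fry. Genes with a regulated skipped exon were taken from Supplementary file 2 and compared with other genes averaging at least 1 FPKM by Fisher's exact test, and with 10000 random lists matched on mean expression in 20 bins (2000 lists for each alternative). Gene lengths and current names came from GENCODE M21, which holds 95.1% of the genes by identifier. The position and the calls of genes that share sequence with paralogs or overlap another gene are uncertain, and 14521 genes share a locus with another gene in the table.

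Genes are named in the text by a rule set before the data were examined: those the paper names for expression in these libraries, splicing factors past the 1.5-fold line, the 5 called genes with the largest increase and the 5 with the largest decrease whose DKO libraries both lay on one side of both WT libraries, the proteins whose motifs or stains the paper reports, and the genes of 14 marker lists. Values in the paper's own tables had been seen when the rule was written. Other genes named were chosen after their values were seen. The marker lists stand for Xist, the Y chromosome, red blood cells, dermal fibroblasts, skeletal muscle, melanocytes, endothelial cells, antigen presenting and immune cells, adipocytes, basal keratinocytes, the spinous layer, the granular and cornified layer, the hair follicle and the hypoxia response.

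The main settings and the 24 alternatives were also chosen before the data were examined. They were a pseudocount of 0.1, no filter, a filter at an average of 1 FPKM, a fit of only the 2 genotypes compared, eBayes without a trend, rescaling to TPM, median ratio scaling, quantile normalization, arrayWeights, the replicate number as a block, a loess correction (span 0.5) of each library for transcript length, no fold threshold, a 2-fold line for splicing factors, fry, camera with an estimated correlation, and leaving out each of the 9 libraries in turn. A genotype left with 1 library was assumed to vary like the others. The calls were tested on simulated data with the same group sizes: of 200 genes changed by 1.5 on the log2 scale, 28.5% were called with 2 false calls, of 200 changed by 3, 83.0% were called with 6 false calls, and with nothing changed no gene was called in any comparison. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 prepared the tables and drew the plots.

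Splicing itself, gene ontology terms and the paper's Cuffdiff test were not analysed here, since they need reads or annotation beyond gene FPKM.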

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

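Of the tests in this part, the count of libraries that separate by Xist and Y chromosome genes, the overlap of DKO calls with those against KH, the comparison of left-out DKO libraries with KH and of KH with KO at the calls, the sums and the count of called Sprr and Lce genes, the count of EDC calls after the length correction and the granular layer median were chosen only after the result was seen; the other tests were set before.

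Gm9782, which GENCODE M21 names Lce3d (chromosome 3, 92957390 to 92958505), is in the table but not in the paper's list of DKO genes, and was higher in DKO with a log2 fold change of 6.40 (adjusted p = 2.73e-05 from limma with Benjamini-Hochberg adjustment). Its FPKM was 95.8 and 103.9 in DKO and at most 0.943 in the other 7 libraries. It kept its call in each of the 20 other settings. It lies among Lce3 genes of similar sequence. The 13 called Sprr and Lce genes, chosen as calls, summed to 2932 and 3032 FPKM in DKO and 166 to 427 in the other 7 libraries. The other family members summed to 24550 and 9159 in DKO and 6811 to 26250 elsewhere, too wide a range to show a loss of that size. A fixed share of their reads counted for the 13 genes is argued against, since the sum of the 13 did not follow theirs. At 7482 and 6811 FPKM of the others, KH replicate 1 and KO replicate 1 had 178 and 166, but DKO replicate 2 had 3032 at 9159. WT replicate 1 had 194 at 25050, but DKO replicate 1 had 2932 at 24550. Reads shared among the 13 genes themselves cannot be told apart from a rise of each of them, since FPKM does not show where a read could also map. Sharing of reads within those families is argued against for the 8 called EDC genes outside them. Transcript length bias as the whole cause is argued against, since 19 EDC genes were called after the length correction, against 21 before; camera with a preset correlation of 0.01 then gave 1.249e-06, but camera with the estimated correlation did not separate the region even before it (p = 0.236). Also argued against as the whole cause is a larger share of granular and cornified cells. The median of their markers was -0.35 in DKO (0.06 and -0.90 in the 2 libraries), where the called EDC genes had a median of 3.27. The marker list did not separate from WT (adjusted p = 0.163 by camera and 0.652 by fry), and its genes Lor, Flg, Flg2, Ivl and Hrnr lie in the EDC themselves. A response of this Lce3 gene to the loss of both Esrps may be the reason, but the paralogs leave this open.

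Outside the paper's list, 22 genes were called higher in DKO than in WT (and 9 lower), and 6 of these 31 lie in the EDC. Among them, chosen after their values were seen, were Sprr2f (log2 fold change 3.83, adjusted p = 8.55e-05), S100a8 (3.31, adjusted p = 0.00343) and Tslp (1.36, adjusted p = 0.0245) by limma. Transcript length as the whole cause is argued against, since 113 of the 123 DKO calls remained after the length correction. A sex difference as the cause is argued against for the higher and the lower calls, each as a set, and for the 66 calls (61 higher, 5 lower) also made between DKO and KH, whose 4 embryos all expressed Y chromosome genes. Genes called higher without 1 DKO library were also higher than KH in that library, by a median log2 difference of 1.81 in DKO replicate 1 (52 of 63 genes higher) and 1.50 in DKO replicate 2 (65 of 75). Genes called lower in the same way were below KH by a median of only 0.21 (8 of 12 genes) and 0.38 (7 of 9), which decides nothing. At the 42 lower calls, however, KH, with Y gene expression, was below KO, with Xist, by a median of 0.19, where a sex effect would give 4.09, and in 0 of them by as much as DKO was below WT; at the 81 higher calls the median was 0.01 in place of 4.53. Leaving out WT replicate 2, the WT library without Y gene expression, kept 44 of the 123 calls but left WT with 1 library. In the crosses that the paper describes, both parents of DKO embryos lacked Esrp2, and those of KO embryos carried only working Esrp2 alleles. KH embryos had a parent of each kind. WT embryos could therefore come only from the cross that gave KO. Litter and cross thus cannot be told apart from genotype between DKO and WT or between KH and WT. Strain background stayed untested.

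Xist, which the paper does not discuss, averaged 140.9 FPKM in KO, was 110.9 FPKM in WT replicate 2 and at most 0.178 FPKM in the other 5 libraries. Ddx3y, Eif2s3y, Kdm5d and Uty showed the opposite pattern, with 4.45 to 57.7 FPKM in those 5 libraries and at most 0.0413 FPKM where Xist was high. This holds in 9 of 9 libraries, which is consistent with a difference in embryo sex: the KO embryos and WT replicate 2 female, the others male. Each comparison of KO with DKO or KH therefore also compares sexes. The lists of Xist (1 gene tested, also in the paper's DKO list, median log2 fold change -3.25) and of 4 Y chromosome genes (median 1.35, none in the paper's list) had no called gene between DKO and WT by limma, with 0 genes at an unadjusted p below 0.05, because the WT libraries differ from each other.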

How the results depend on the processing

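The alternatives for these results were all set in advance, and none was added later; the cause was not tested except where the construction of the alternative shows it.

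Esrp2 kept its direction and its call in all 20 alternatives run for it, and the EDC kept its excess of called genes (odds ratios of 14.5 to 84.6) in all 21. The EDC gene set passed in 21 alternatives and not with camera at an estimated correlation (p = 0.236), which allows for the correlation between its genes. Esrp1 and Grhl1 stayed lower in DKO in all 20.

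With a pseudocount of 0.1, KH against WT had 2 called genes, KO against WT 3, KH against KO 1, and 46.2% of the DKO calls were lower. Without a filter 23.1% were lower. With genes averaging at least 1 FPKM, KH and KO against WT had 1 call each, as they did with eBayes without trend (1 and 1). Fitting only the 2 genotypes compared gave 400 genes between DKO and WT, 1 for KH against WT, 33 for DKO against KH, 5 for KH against KO and 423 in any comparison; 64.8% of the DKO calls were lower, which reversed the majority, and Esrp1 (-1.66, adjusted p = 0.0119) and Grhl1 (-1.54, adjusted p = 0.0129) passed by limma. TPM rescaling gave 1 gene for KH against KO, 46.1% lower, Grhl1 at -1.61 (adjusted p = 0.0397 by limma) and an odds ratio of 1.31 for exon skipping genes. Median ratio scaling, quantile normalization and the transcript length correction each gave 1 gene for KH against KO, and quantile normalization an odds ratio of 1.08 for exon skipping genes. With arrayWeights there were 556 genes between DKO and WT, 10 for KO against WT and 563 in any comparison, 55.0% of the DKO calls were lower, again a reversed majority, and Esrp1 (-1.66, adjusted p = 0.0185) and Grhl1 (-1.54, adjusted p = 0.0271) passed by limma. A 2-fold line in place of 1.5-fold left 8 splicing factors, by its construction.

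With the replicate number as a block, 67 genes were called between DKO and WT, 0 for KH and 0 for KO against WT, 43 for DKO against KH, 52 for DKO against KO and 74 in any comparison. The numbers do not pair the embryos, since deviations from the genotype mean correlated between -0.60 and 0.49 for libraries of the same number.

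With each library left out in turn, the calls ranged from 54 to 152 for DKO against WT, 1 to 33 for KH against WT, 0 to 17 for KO against WT, 43 to 102 for DKO against KH, 62 to 130 for DKO against KO, 0 to 21 for KH against KO and 81 to 203 in any comparison. The count in any comparison was 81 without DKO replicate 1, 94 without KO replicate 2, 88 without WT replicate 1 and 82 without WT replicate 2. The share lower ranged from 10.7% to 47.6%, and splicing factors past 1.5-fold from 23 to 45. Esrp1 ranged from -1.79 to -1.54 (adjusted p from 0.00677 to 0.736 by limma) and passed without KH replicate 1 or 2; Grhl1 ranged from -1.61 to -1.46 and did not pass with any library left out.

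Besides Esrp1, Esrp2 and Grhl1, given above, of 162 named genes with a fold change 26 were called and 14 of these in each of 20 other settings, whereas 12 lost the call in at least 1 and 20 others gained it in at least 1. Of the values under these settings 3010 stayed, 89 lost a call, 39 gained one and 72 uncalled values changed sign; no called value did. Bnip3 and Sprr2d lost the call in 11 settings, Ak4 and Lce3c in 10, S100a6 and Sprr1b in 9, Gm13536 in 8, Crnn in 7, Pparg in 6, S100a9 in 4, Mgarp in 3 and Krt6a in 1. Of 12 called EDC genes the paper names, 7 were still called without a filter, 8 without a trend, 8 with the replicate block, 11 with the length correction, 7 without WT replicate 1, 6 without WT replicate 2, DKO replicate 1 or DKO replicate 2, 11 without KO replicate 1 and 9 without any one of the other 4 libraries. The FPKM values carry no counts, so the limit that depth sets on genes of low FPKM is unknown.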

Differences from the paper's values

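No test in this part was chosen after the result was seen, and all alternatives were set before the data were examined. The paper's calls come from Cuffdiff on reads, and the calls here from limma on FPKM.

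Between DKO and WT 123 genes were called, and the paper's value is 514. The values no longer differ by the 1.5-fold criterion when only DKO and WT were fitted (400) and with arrayWeights (556), and differ under the other 10 alternatives that kept every library. Called genes higher in DKO numbered 81, against the paper's 178, with 141 and 250 under the same 2 alternatives, and lower genes 42, against the paper's 337, with 259 and 306; the other 10 differ for both. The share of lower genes was 34.1%, against the paper's 65%, and was within the criterion with a pseudocount of 0.1 (46.2%), with only DKO and WT fitted (64.8%), with TPM (46.1%), with arrayWeights (55.0%) and without KO replicate 3 (47.6%), and not under the other 8 that kept every library. In any of the 6 comparisons 147 genes were called, against the paper's 572, and 124 in the 3 comparisons with WT, the comparisons of the paper's Figure 6A Venn diagram, whose fields also sum to the paper's 572; fitting only the 2 genotypes (423) and arrayWeights (563) came within the criterion, and the other 10 did not.

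DKO differed from KH in 72 genes and from KO in 108, against the paper's 240 and 291. KH differed from WT in 5 genes and KO from WT in 5, against the paper's 78 and 65. None of the 12 alternatives that kept every library came within the criterion for these 4 counts. KH differed from KO in 0 genes by limma (185 at an unadjusted p below 0.05), against the paper's 21, and none of the 12 came within the criterion, whereas 21 were called without KH replicate 1. Of the splicing factors, 1 had an adjusted p below 0.05 between DKO and WT by limma, against the paper's 3; fitting only the 2 genotypes (3), arrayWeights (3), and leaving out KH replicate 1 (2) or KH replicate 2 (2) came closer, and the other 9 that kept every library did not.

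Of the 515 genes in the paper's list, 92 were called here. By average FPKM 178 of the 515 were higher in DKO and 337 lower, the same totals as the paper's. The direction was not compared with the paper gene by gene. The number of these genes called was 287 when only DKO and WT were fitted and 309 with arrayWeights. Of 9 keratins the paper names as higher in DKO, 8 were higher here and 5 called; Krt23 was lower, with a log2 fold change of -1.76 (adjusted p = 0.304 by limma), and was lower in each of the 20 other settings. Among genes the paper calls and the main settings do not, Krt2 was called with a pseudocount of 0.1, TPM, arrayWeights and without DKO replicate 2; Krt13 with arrayWeights; Krt34 with TPM, arrayWeights and without DKO replicate 2; Sprr1a and S100a4 with only DKO and WT fitted and with arrayWeights; Sprr2h with these 2 and TPM; Grhl1 with these 2 and TPM; Skint4 with a pseudocount of 0.1, genes averaging at least 1 FPKM, only DKO and WT fitted, TPM, arrayWeights and without KO replicate 3; and Esrp1 with only DKO and WT fitted, arrayWeights and without KH replicate 1 or 2. Krt77 was called in none of the 20, with a lowest adjusted p of 0.0569 by limma with arrayWeights.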

Other observations

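In this part the tests of KO replicate 3 by litter, layers, label and depth, of the Lsm and Snrp genes, of melanocyte and red blood cell RNA, of Mid1 and of the exon skipping genes by length were chosen only after the result was seen; the tests of KO replicate 3 by length, of genes near the targeted loci and of the shared WT libraries were set before.

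KO replicate 3 correlated across genes more closely with the WT libraries (mean Pearson's r = 0.987) than with the other KO libraries (0.965); genes are not independent replicates. A mislabelled WT embryo is argued against by its Esrp1 value of 27.15 FPKM. Depth as the whole cause is argued against by its r of 0.984 with WT replicate 1, a library of lower depth by its smallest values. KO replicate 1, deeper than WT replicate 1 by that measure, had an r of only 0.962 with KO replicate 3. The r of KO replicate 3 was highest, at 0.990, with WT replicate 2, the next deepest library, so a part played by depth stays open. Transcript length bias is argued against, since the difference of the other KO libraries from replicate 3 correlated with KH minus WT at r = 0.563 and at 0.557 after the length correction. A difference between litters or libraries cannot be told apart from variation between KO embryos, because no batch is known (r = 0.563). Different shares of basal and suprabasal cells also cannot be told apart. Against KO replicate 3, the granular and cornified markers differed by a median of -1.30 in KO replicate 1 and -0.22 in KO replicate 2 (-0.78 for their mean). The spinous markers were lower in both (-1.53 and -0.78), while the basal markers were higher only in KO replicate 1 (0.70 and -0.03).

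Log2 fold changes against WT correlated between KH and KO at r = 0.765 across genes. In 100 simulations of unchanged genotypes that share the WT libraries, r ranged only from 0.527 to 0.572. Deviations of real libraries from their genotype means, however, correlated across genes by -0.60 to 0.49. The simulated range may therefore be too narrow, and the shared WT libraries stay open as the whole cause. A common effect of Esrp1 loss may be one reason, with litter left open; KH and KO embryos differ in sex from each other.

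Of the 8 Lsm and Snrp genes at least 1.5-fold higher in DKO, 5 stayed so after the length correction, so transcript length bias cannot be told apart from a change of these genes. The genes with a regulated skipped exon were lower in DKO as a set, with a median log2 fold change of -0.17 and 133 of 211 negative. Their median was at percentile 0 of random lists matched on transcript length, which argues against length bias, and at percentile 0.41 after the length correction. The same genes were also lower in KH (median -0.16, 150 negative) and in KO (-0.21, 155 negative), at percentile 0 of random lists in each, so this is not particular to DKO, and all 3 comparisons share the WT libraries; no other explanation was tested.

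Of 10 melanocyte genes, 9 averaged at least 1 FPKM and 4 are in the paper's list; 9 were higher in both DKO than in both WT libraries, where chance gives 16.7%, and so were 5 of the 6 outside the list. This is consistent with more melanocyte RNA in the DKO libraries (median log2 fold change 0.97, camera adjusted p = 0.000103, fry adjusted p = 0.336, 0 called and 5 at an unadjusted p below 0.05 by limma). The medians against the WT average were 0.39 and 1.37 in the DKO libraries, 1.16 and 0.13 in KH and 0.81, 0.30 and 0.33 in KO, so the rise is not particular to DKO. Dct had 46.0 and 99.1 FPKM in DKO and 22.5 and 21.4 in WT. Of 8 red blood cell genes, 4 in the paper's list and 6 at 1 FPKM or more, 0 were higher in both DKO libraries. More red blood cell RNA cannot be told apart from variation between embryos, because the 2 WT libraries differ widely; Hbb-b1 had 221.9 and 729.5 FPKM in DKO and 314 and 50.6 in WT (list median 1.25, camera adjusted p = 0.360).

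The other marker lists were compared between DKO and WT with adjusted p from camera and fry. Only the adipocyte list passed by both (3 genes tested, 1 at 1 FPKM or more, 2 in the paper's list, median log2 fold change 1.26, 0.00329 and 0.00134). Pparg was called (adjusted p = 0.0113 by limma). Fabp4 had 87.0 and 30.0 FPKM in DKO and 6.66 and 17.8 in WT, but also 44.0 and 62.0 in KH and 34.55, 109.5 and 69.3 in KO. The rise of Fabp4 was therefore not particular to DKO. The hypoxia response list (10 genes, 9 at 1 FPKM or more, 5 in the paper's list) had a median of -1.02, with 8 lower in both DKO libraries (0.000103 and 0.110); Bnip3 (-2.69, adjusted p = 0.0418 by limma) and Ak4 (-1.57, adjusted p = 0.0370 by limma) were called, each losing the call in at least 10 settings, and Ldha had 554.2 and 517.1 FPKM in DKO and 645.8 and 856.5 in WT. By camera but not fry, the antigen presenting and immune list (8 genes, all at 1 FPKM or more, 2 in the paper's list) had a median of 0.72 (0.0157 and 0.541; Cd74 at 16.8 and 6.97 FPKM in DKO, 4.08 and 1.31 in WT), the hair follicle list (8 genes, all at 1 FPKM or more, 1 in the paper's list) 0.51 (0.0461 and 0.541; Krt17 at 538.6 and 598.8, and 449.1 and 379) and the spinous list (5 genes, all at 1 FPKM or more, 1 in the paper's list) -1.02 (0.0461 and 0.488; Krt1 at 19210 and 13410, and 19910 and 27460). By neither, the granular and cornified list (7 genes, all at 1 FPKM or more, 0 in the paper's list) had a median of -0.35 (0.163 and 0.652; Lor at 5665 and 2645 FPKM in DKO, 5511 and 4398 in WT), basal keratinocytes (6 genes, all at 1 FPKM or more) 0.35 (0.360 and 0.652; Krt5 at 2587 and 3284, and 2309 and 2343), fibroblasts (9 genes, 5 at 1 FPKM or more) 0.09 (0.532 and 0.749; Dcn at 42.3 and 72.8, and 72.6 and 84.0), muscle (5 genes, 2 at 1 FPKM or more) 0.04 (0.591 and 0.665; Mylpf at 10.2 and 5.46, and 11.3 and 8.97) and endothelial cells (3 genes, 1 at 1 FPKM or more) 0.12 (0.633 and 0.652; Egfl7 at 2.45 and 1.83, and 1.78 and 1.46), with 0 genes of these last 4 lists in the paper's list.

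Within 10 Mb of Esrp1 or Esrp2, 2 of 216 tested genes were called between DKO and WT, Nqo1 and 1810019D21Rik, both near Esrp2 and the latter overlapping it (two-sided Fisher's exact test, p = 0.6707). For 1810019D21Rik the targeting itself is a further possibility, since the paper describes a replacement of the whole Esrp2 gene. Otherwise, passenger variants of the targeted ES cell strains cannot be told apart from chance with so few calls. Mid1 differed between embryos of 1 genotype (96.2 and 21.7 FPKM in WT; 9.59, 114.5 and 23.3 in KO), as did 20 genes by at least 16-fold. Strain variants in a mixed background cannot be told apart from other differences between embryos, since no genotype of the background is known.

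Among proteins the paper studies by motif, interaction or stain, log2 fold changes between DKO and WT were 0.00 for Rbfox2, 0.24 for Hnrnpm, 0.42 for Sfpq, 0.74 for Rbm38, 0.00 for Rbm24, -0.10 for Ptbp1, 0.10 for Srsf10, 0.24 for Mbnl1 and -0.28 for Qk. They were 0.91 for Krt14, -0.31 for Trp63, -0.09 for Flg, -0.35 for Lor, 0.55 for Lef1, -1.02 for Krt10 and -0.04 for Ctnnb1. None of these was called by limma. No value is given here for BRUNOL6, whose motif the paper also reports.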
